# Uncovering mechanisms of transcriptional regulations by systematic mining of cis regulatory elements with gene expression profiles

**DOI:** 10.1186/1756-0381-1-4

**Published:** 2008-07-17

**Authors:** Qicheng Ma, Gung-Wei Chirn, Joseph D Szustakowski, Adel Bakhtiarova, Penelope A Kosinski, Daniel Kemp, Nanguneri Nirmala

## Abstract

**Background:**

Contrary to the traditional biology approach, where the expression patterns of a handful of genes are studied at a time, microarray experiments enable biologists to study the expression patterns of many genes simultaneously from gene expression profile data and decipher the underlying hidden biological mechanism from the observed gene expression changes. While the statistical significance of the gene expression data can be deduced by various methods, the biological interpretation of the data presents a challenge.

**Results:**

A method, called CisTransMine, is proposed to help infer the underlying biological mechanisms for the observed gene expression changes in microarray experiments. Specifically, this method will predict potential cis-regulatory elements in promoter regions which could regulate gene expression changes. This approach builds on the MotifADE method published in 2004 and extends it with two modifications: up-regulated genes and down-regulated genes are tested separately and in addition, tests have been implemented to identify combinations of transcription factors that work synergistically. The method has been applied to a genome wide expression dataset intended to study myogenesis in a mouse C2C12 cell differentiation model. The results shown here both confirm the prior biological knowledge and facilitate the discovery of new biological insights.

**Conclusion:**

The results validate that the CisTransMine approach is a robust method to uncover the hidden transcriptional regulatory mechanisms that can facilitate the discovery of mechanisms of transcriptional regulation.

## Background

High-throughput microarray experiments have modernized biological experiments by enabling measurements of expression levels for genes on the genome scale under different conditions. Hundreds or thousands of genes may be differentially expressed between conditions due to the effects of a variety of transcriptional factors or their co-factors. It is challenging to be able to interpret these changes in a biological context. Understanding the transcription regulation mechanisms between transcriptional factors and their target genes is one of the key ways to formulate hypotheses about the root causes of the observed changes.

Unveiling mechanisms of transcription regulation is an active bioinformatics research area. Different approaches have been proposed to discover mechanisms of transcription regulation. Bayesian network approaches have been applied [1] to integrate motif discovery in promoters with the analysis of gene expression data. Some approaches [2] split motifs and gene expression values of regulators to build a decision tree based on the combination of expression ratios of transcription factors and presence/absence of the motifs. Yet other approaches [3,4] fit gene expression data to a linear model using weights depending on whether a transcriptional factor is an inducer or repressor. Mootha *et. al*. [5] uses a two-tailed non-parametric Mann-Whitney (Wilcoxon) rank sum test to determine significance of motifs in promoter regions. The MotifADE method [5] assumes that if up-regulated or down-regulated genes which contain certain transcriptional factor binding sites are co-ordinately regulated, changes in their expression levels could be explained by those transcriptional factors. On the other hand, if genes which contain the same transcriptional factor binding sites are not co-ordinately regulated, there may not be any association between genes and transcriptional factors. In particular, the MotifADE algorithm works in three steps: (1) rank genes based on differential expression between two conditions using the signal-to-noise ratio as the difference metric in descending order (the signal-to-noise ratio is used as opposed to the fold change value based on the expression level since the former also takes into account the standard deviation); (2) For each motif, identify the group of genes whose promoter regions contains the motif; and finally (3) apply the two-tailed non-parametric Mann-Whitney rank sum test to determine if these genes tend to be enriched toward the top or bottom of the ranked list (indicating association) or tend to be randomly distributed on the list (indicating no association).

In our hands, we have observed that two-tailed non-parametric Mann-Whitney rank sum tests used by MotifADE method cannot detect significances of transcriptional factors if they induce the transcription of some genes and repress the transcription of other genes at the same time (see discussion). We have therefore extended the MotifADE method to investigate up-regulated and down-regulated genes separately since a transcriptional factor may simultaneously enhance the transcription of certain genes and inhibit the transcription of other genes. We have also introduced a method to identify the synergistic effects between pairs of transcriptional factors. The CisTransMine method is applied to a mouse C2C12 differentiation dataset [6], where it implicates several known myogenic and cell cycle facts as well as a novel transcriptional factor binding site which regulates known target genes. These results demonstrate that the CisTransMine method is an important tool to discover unknown transcription regulation mechanisms, thus facilitating in extending biological knowledge.

## Results

### Results for known transcriptional factors

We use the mouse C2C12 cell differentiation dataset as a test case [6]. In this experiment, mouse C2C12 myoblast cells were induced to differentiate from myoblasts to myotubes in order to model late stage myogenesis. Cells were cultured in 6-well plates. Induction of differentiation of the C2C12 myoblasts was initiated at Day 0 when cells were confluent by reducing the serum concentration in the wells to 3% v/v. 

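C2C12 is a line of mouse myoblasts from skeletal muscle. RNA from these cells was measured on 24 Affymetrix mouse arrays, 3 for each of 8 time points between Day -1 and Day 5. By the sample labels, the cultures were at 50% confluency on Day -1 and 90% on Day 0, and Day 0.25 stands for 6 hours after induction. The labels give the reduced serum as 2%, and the paper gives 3%. The authors normalized the intensity of each probe set with GC-RMA, returned it to a linear scale and scaled each array. The mean intensity of an array, trimmed by 2% at each end, lay between 145 and 156, and 25.4% to 27.0% of its probe sets had an intensity of at least 100. A level below is the mean intensity of the 3 arrays of a time point with its SD, and a number after ID is the gene's identifier in Entrez Gene. Day 1 and Day 2 were compared on log2 intensities with limma's moderated t, over the 12622 probe sets with a level of at least 100 on either day. A change passed at an adjusted p under 0.05 (Benjamini-Hochberg). Each gene was represented by its probe set with the highest absolute moderated t, which left 7384 genes and favours the probe set that changed most. The other intervals were compared in a single fit to all 24 arrays, over 13735 probe sets. Gene lists were fixed before the data were examined. For some of the transcriptional factors, 10 lists of textbook targets stood in for the targets recorded in Transfac and Metacore. Other factors, such as SP1, had no target list. Each list was compared with all other genes by limma's camera with a preset correlation of 0.01 between genes, which 21 lists passed from Day 1 to Day 2. None passed with an estimated correlation in that comparison, where the lowest adjusted p was 0.301, and in the fit to all 24 arrays only mRNA splicing did (0.0410). Of the 10 ways to split the 6 arrays of both days 3 against 3, the split that exchanged Day 1 replicate 3 and Day 2 replicate 3 also gave 21 lists past the preset test but no changed gene in limma (40 genes at an unadjusted p under 0.05). Such a split leaves most arrays of each day together and keeps part of the difference between the days. Its count of lists therefore does not tell what chance would give. The number of arrays limits the precision. Nothing in the sources used here says that the replicates came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical.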

Upon induction of differentiation these mononucleate cells exited the cell cycle and fused to form myotubes. 

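Genes of mitosis and of DNA replication fell before induction, were higher again after 6 hours and fell to lower levels by Day 5. Of 42 measured genes of mitosis, 35 fell from Day -1 to Day 0 and none rose (0 up and 35 down when adjusted over the list alone; camera adjusted p = 5.48e-08, and 0.409 with an estimated correlation). From Day 0 to Day 0.25, 17 rose and none fell (17 up and 0 down over the list alone; adjusted p = 0.000123, and 0.544 with an estimated correlation). Relative to Day -1, the median log2 change of the mitosis genes was -1.02 on Day 0, -0.36 on Day 0.25, -0.70 on Day 1, -2.33 on Day 2 and -4.91 on Day 5. For the genes of DNA replication it was -0.61, -0.11, -0.60, -1.69 and -2.60 at the same time points. Of 39 measured genes of DNA replication, 29 fell from Day -1 to Day 0 and none rose (0 up and 29 down over the list alone; adjusted p = 2.02e-07, and 0.272 with an estimated correlation), and 23 rose from Day 0 to Day 0.25 and none fell (23 up and 2 down over the list alone; adjusted p = 7.71e-05, and 0.381 with an estimated correlation). Rrm2 (ID 20135), a subunit of ribonucleotide reductase, fell from 5528 ± 321 to 2475 ± 274 (SD, n = 3) from Day -1 to Day 0 (log2 fold change -1.16, SE 0.13, adjusted p = 4.90e-07) and was 6014 ± 445 on Day 0.25 (log2 fold change 1.28, SE 0.13, adjusted p = 1.96e-07). Mymk (ID 66139) and Mymx (ID 653016) encode the membrane proteins myomaker and myomixer, which drive the fusion of myoblasts. Mymk rose from 66.8 ± 22.7 to 901 ± 27.7 from Day -1 to Day 0 (log2 fold change 3.81, SE 0.19, adjusted p = 3.80e-12), and Mymx rose from 26.5 ± 13.8 to 783 ± 53.2 (log2 fold change 5.00, SE 0.26, adjusted p = 1.29e-11). Their list of 15 measured genes of fusion and adhesion did not pass in that interval, with 8 up and 2 down, also over the list alone (adjusted p = 0.0702, and 0.382 with an estimated correlation). Both were lower on Day 0.25, at 501 ± 40.2 and 258 ± 85, and reached 3271 ± 459 and 4365 ± 755 on Day 2. From Day 1 to Day 2, 9 of 15 measured genes of fusion and adhesion rose and 2 fell, with the same counts when adjusted over the list alone (adjusted p = 0.0111, and 0.302 with an estimated correlation). Ncam1 (ID 17967), a neural cell adhesion molecule, rose from 39.4 ± 6.75 to 211 ± 27.5 (log2 fold change 2.43, adjusted p = 0.000621) and Dysf (ID 26903), which encodes the membrane repair protein dysferlin, rose from 15.1 ± 7.70 to 107 ± 20.1 (log2 fold change 2.91, adjusted p = 0.000933). The 2 that fell were Jam2 (ID 67374), a junctional adhesion molecule, with a log2 fold change of -0.52, and Cd9 (ID 12527), a tetraspanin, with a log2 fold change of -0.48 and an adjusted p of 0.0124. The fall of Cd9 no longer passed without Day 1 replicate 1 (adjusted p = 0.0547), Day 1 replicate 2 (0.0561) or Day 2 replicate 1 (0.0518).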

Cells were lysed for RNA preparation. The expression level was measured at eight time-points, with three replicates per time point at days -1, 0, 0.25, 1, 2, 3, 4, 5 post induction. The goal is to identify genes involved in myogenesis. Figure 1 shows gene expression profiles across all time points. It can be observed that the major switch in the expression profiles occurs between Day 1 and Day 2.

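Muscle genes changed in several intervals, beginning before induction. Of 37 measured genes of the sarcomere and contraction, 35 rose from Day -1 to Day 0 and 1 fell, with a median log2 fold change of 3.39 (35 up and 1 down when adjusted over the list alone; camera adjusted p = 2.57e-23, and 0.0343 with an estimated correlation). Mybph (ID 53311), a myosin-binding protein, rose from 67.6 ± 11.2 to 1931 ± 183 (SD, n = 3) in that interval (log2 fold change 4.84, SE 0.14, adjusted p = 4.97e-15), and Tnni1 (ID 21952), the troponin I of slow muscle, rose from 117 ± 16.7 to 1985 ± 165. From Day 0 to Day 0.25, 22 genes of this list fell and 5 rose (5 up and 23 down over the list alone; median -0.76, adjusted p = 7.87e-05, and 0.358 with an estimated correlation), and from Day 0.25 to Day 1, 29 rose and 2 fell (30 up and 2 down over the list alone; median 1.61, adjusted p = 3.08e-22, and 0.0339 with an estimated correlation). Of 22 genes of calcium handling and the neuromuscular junction, 21 rose from Day -1 to Day 0 and none fell (21 up and 0 down over the list alone; median 2.30, adjusted p = 4.51e-14, and 0.0367 with an estimated correlation). Over all measured probe sets, 6188 changed from Day -1 to Day 0, 5949 from Day 0 to Day 0.25, 3698 from Day 0.25 to Day 1 and 6115 from Day 1 to Day 2. Fewer passed later, with 851 from Day 2 to Day 3, 156 from Day 3 to Day 4 and 480 from Day 4 to Day 5. These later counts were 33, 0 and 8 without replicate 3 of every time point, and 257, 4 and 0 in separate fits to the 6 arrays of each interval. Of the 4137 probe sets that changed in both of the first intervals, 4045 moved in opposite directions, which the Day 0 arrays shared by both intervals favour. Independent calls would give 1338 in opposite directions. That value does not allow for the shared arrays, so their part in the 4045 was not tested. Between Day -1 and Day 0.25, 2356 probe sets differed. The interval of the largest change was also found for each of 6123 probe sets that changed over the time course with a range of at least 2-fold. It was the interval from Day 1 to Day 2 for 36.8% of them (95% Wilson interval 35.6 to 38.1), with 1030 rising and 1226 falling. It was Day -1 to Day 0 for 25.6%, Day 0 to Day 0.25 for 19.5% and Day 0.25 to Day 1 for 9.15%, and each later interval held 3.59% or less. Without replicate 1 of every time point, Day -1 to Day 0 held the largest change for 31.5% and Day 1 to Day 2 for 26.1%. The 95% limits given above treat the probe sets as independent and leave out the spread between arrays, so they are too narrow. Divided by the length of the interval, the change was largest from Day 0 to Day 0.25 for 76.2%. The counts of changed probe sets were 4023, 2849 and 1155 for the first 3 intervals without replicate 3 of every time point, and 3124, 1469 and 2645 from Day 0 to Day 2 without replicate 1.

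**Figure D1:**
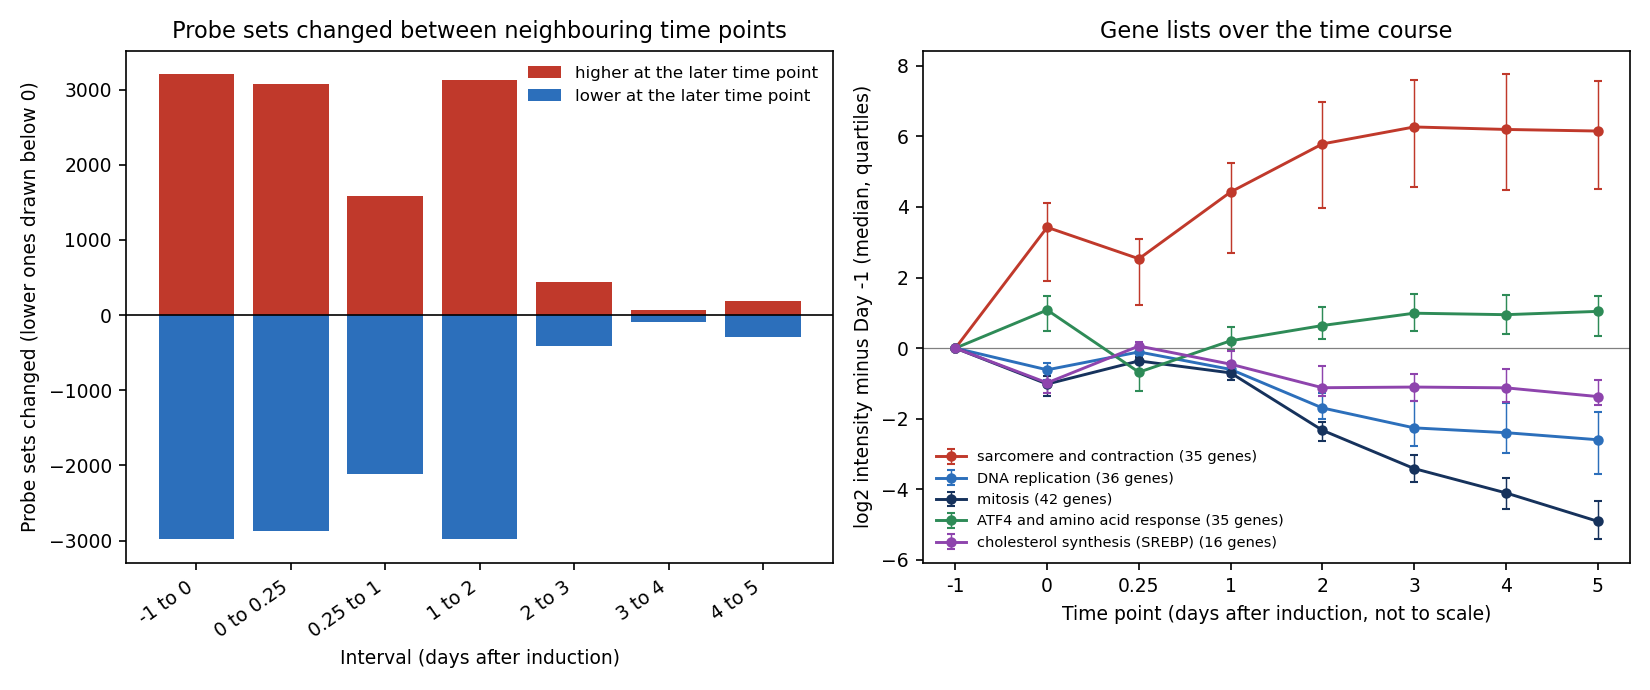
Left, probe sets higher and lower at the later time point of each interval at an adjusted p under 0.05. Right, median log2 intensity of 5 gene lists minus Day -1 with quartiles over the genes of each list. The sarcomere genes reach a median of 5.79 on Day 2, and the mitosis genes -2.33.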

**Figure 1:**
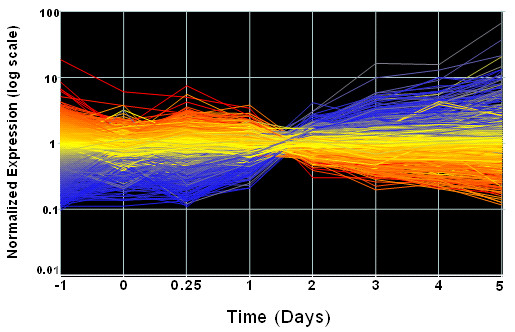
**Gene expression profiles across all time points**. Gene expression profiles across eight time points. It can be observed that major changes occur from Day 1 to Day 2.

The CisTransMine algorithm was run on this dataset comparing expression profiles between different time points. Table 1 shows the top 15 transcriptional factors (TF) among up-regulated genes in muscle differentiation between the day 1 and day 2 time points. The top TF among the up-regulated genes is E12, also called E47, which forms heterodimers with MYOD, the second top TF among the up-regulated genes, and is pivotal in controlling muscle transcription [7]. 

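Targets of the myogenic factors rose from Day 1 to Day 2, while the genes of E12 and MYOD themselves did not rise. Of 25 measured targets of MYOD and E12, 20 rose and none fell (21 and 0 when adjusted over the list alone), with a median log2 fold change of 0.59 (camera adjusted p = 2.24e-07, and 0.302 with an estimated correlation). Mybph rose from 3412 ± 712 (SD, n = 3) to 9229 ± 394 (log2 fold change 1.45, SE 0.15, adjusted p = 0.000846). Tcf3 (ID 21423), the gene of E12 and E47, fell 1.72-fold, from 382 ± 56.7 to 221 ± 10.2 (log2 fold change -0.78, SE 0.13, adjusted p = 0.00440), and its level on Day -1 had been 389.9 ± 46.2. Myod1 (ID 17927) was 956 ± 22.4 on Day 1 and 1024 ± 103 on Day 2, a difference that did not pass (log2 fold change 0.09, SE 0.11, adjusted p = 0.518; -0.03 on another probe set with no level filter). Of 12 measured myogenic regulators, 5 rose and 3 fell (6 and 3 over the list alone), and the list as a whole did not pass (adjusted p = 0.315). Myf5 (ID 17877), a factor of early myoblasts related to MYOD, fell from 988 ± 17.8 to 485 ± 36 (log2 fold change -1.03, SE 0.10, adjusted p = 0.000721). Of 9 measured inhibitors of myogenic differentiation, 4 fell and 1 rose (7 and 1 when adjusted over the list alone; adjusted p = 0.0255, and 0.320 with an estimated correlation). Id2 (ID 15902), which binds E proteins such as E12 and keeps them from DNA, fell from 459 ± 72.1 to 119 ± 53.9 (log2 fold change -2.03, SE 0.29, adjusted p = 0.00215). Hes1 (ID 15205), a repressor in the Notch pathway, fell as well (log2 fold change -0.92), and Zeb1 (ID 21417), a repressor that binds E-boxes, rose (log2 fold change 0.93). The call of the inhibitors was lost with all 24 arrays in a single fit (adjusted p = 0.0681), at a level of at least 200 (0.0676) and with no level filter (0.313).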

Figure 2 shows the distribution of moderated t-values in up-regulated genes with the MYOD binding elements in their promoter regions. SRF (serum response factor) is required for skeletal muscle growth and maturation [8]. 

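The level of Srf (ID 20807) was 321 ± 26.5 (SD, n = 3) on Day 1 and 317 ± 63.1 on Day 2 and did not pass (log2 fold change -0.03, SE 0.16, adjusted p = 0.881), and the sign of its change turned without Day 1 replicate 2 (0.02), Day 2 replicate 1 (0.07) or Day 2 replicate 3 (0.02). Textbook targets of SRF moved in both directions. Of 26 measured targets, 11 rose and 2 fell (11 and 3 when adjusted over the list alone), with a median log2 fold change of 0.35, and the list did not pass the camera test (adjusted p = 0.0770). Acta2 (ID 11475), the smooth muscle actin that myoblasts also express during differentiation, rose from 14 ± 4.79 to 100.2 ± 21 (log2 fold change 2.87, SE 0.26, adjusted p = 0.000624). Without Day 2 replicate 2 this probe set of Acta2 drops below the level filter (log2 fold change 2.72), and another one stands for the gene, with 0.59. Another one also stands for Acta2 with no level filter, at a level of at least 200 and with an intensity trend in the prior (0.62 each). After quantile normalization another one gave 0.73. Ccn2 (ID 14219), the connective tissue growth factor, rose from 325 ± 44.4 to 925 ± 216 (log2 fold change 1.49, SE 0.18, adjusted p = 0.00137). Actb (ID 11461), the cytoplasmic beta actin, fell from 264 ± 18.9 to 99.6 ± 10.4 (log2 fold change -1.41, adjusted p = 0.000624), and Cfl1 (ID 12631), an actin-severing cofilin, fell with a log2 fold change of -0.99. With no level filter and with an intensity trend in the prior, another probe set stands for Cfl1, with -0.37. The fall of Actb rests on the probe set chosen, since the probe set of this gene with the highest mean level did not pass (log2 fold change -0.04, adjusted p = 0.775). The list passed with no level filter (adjusted p = 0.00214), after quantile normalization (0.0267) and without Day 2 replicate 3 (0.0299).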

The transcriptional factor C/EBP, which forms heterodimers with C-Jun denoted by CREBP1/CJUN, can activate differentiation-specific genes [9]. 

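The C/EBP family has several genes. Cebpd (ID 12609) rose 2.48-fold, from 69.5 ± 23.9 (SD, n = 3) to 168 ± 32.3 (log2 fold change 1.31, SE 0.24, adjusted p = 0.00617), and Cebpg (ID 12611), a member without an activation domain, rose from 329.6 ± 38.5 to 479 ± 57.6 (log2 fold change 0.54, SE 0.14, adjusted p = 0.0191). Cebpb (ID 12608) was 347 ± 23.6 on Day 1 and 404 ± 39.9 on Day 2 and did not pass (adjusted p = 0.171). Cebpa stayed below the level filter, with 27.3 on Day 1 and 49.3 on Day 2. Jun (ID 16476), the gene of C-Jun, had a log2 fold change of -0.11 (adjusted p = 0.498), and Atf2 (ID 11909), the gene of CREBP1, had one of 0.32 (adjusted p = 0.107); neither passed. Other probe sets stand for Atf2 at the highest mean level (-0.18), with no level filter (-0.07) and without Day 2 replicate 1 (-0.28, where the first had 0.28). Of 11 measured targets of AP1 and CREB, 5 fell and none rose, with the same counts when adjusted over the list alone (camera adjusted p = 0.0184, and 0.301 with an estimated correlation). Plaur (ID 18793), the urokinase receptor, fell from 602 ± 49.2 to 240.3 ± 51.4 (log2 fold change -1.34, SE 0.16, adjusted p = 0.00130), and Ccna2 (ID 12428), cyclin A2, fell from 870.4 ± 190.1 to 265 ± 58.5 (log2 fold change -1.71, SE 0.21, adjusted p = 0.00137). The list's call ended without Day 2 replicate 3 (adjusted p = 0.0701) and its direction turned with no level filter (adjusted p = 0.873). Over the 13735 probe sets with a level of at least 100 at any time point, 2 of 15 targets rose, 5 fell and the list did not pass (adjusted p = 0.215). The rise of Cebpd no longer passed with no level filter (adjusted p = 0.0595), nor that of Cebpg without Day 1 replicate 1 (0.0762), Day 1 replicate 2 (0.0865) or Day 2 replicate 3 (0.0540).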

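The genes of contraction rose together from Day 1 to Day 2. Of 35 measured genes of the sarcomere and contraction, 33 rose and none fell, with the same counts when adjusted over the list alone and a median log2 fold change of 1.37 (camera adjusted p = 5.39e-14, and 0.301 with an estimated correlation). Myoz2 (ID 59006), a protein of the Z-disc, rose from 204 ± 52.2 (SD, n = 3) to 1186 ± 236 (log2 fold change 2.55, SE 0.21, adjusted p = 0.000621), and Myl4 (ID 17896), an embryonic myosin light chain, rose from 2110.1 ± 319 to 6775 ± 490.0 (log2 fold change 1.69, SE 0.14, adjusted p = 0.000621). Of 22 genes of calcium handling and the neuromuscular junction, 19 rose and none fell (20 and 0 over the list alone; median 1.47, adjusted p = 2.24e-09, and 0.301 with an estimated correlation). Ryr1 (ID 20190), the calcium release channel of skeletal muscle, rose from 325 ± 67.8 to 1464 ± 219 (log2 fold change 2.18, SE 0.18, adjusted p = 0.000621), and Trdn (ID 76757), which encodes the protein triadin that binds this channel, rose with a log2 fold change of 2.49 (on another probe set 1.36 without Day 2 replicate 2, where the first had 2.25 and dropped below the level filter). Each of the 3 measured MEF2 genes rose. Mef2c (ID 17260) rose 4.94-fold, from 124 ± 23.4 to 609 ± 99.9 (log2 fold change 2.30, SE 0.17, adjusted p = 0.000621), and stood at 960.0 ± 144 on Day 4. Mef2a (ID 17258) rose from 1897 ± 93.8 to 3095 ± 377 (adjusted p = 0.00459) and Mef2d (ID 17261) from 409 ± 31.7 to 752 ± 111 (adjusted p = 0.00327), and Mef2b stayed below the level filter. Of 15 measured MEF2 targets, 11 rose and 1 fell, also over the list alone (median 1.09, camera adjusted p = 0.000422, and 0.301 with an estimated correlation). Some of these targets are also in the list of sarcomere genes, such as Myoz2, or of MYOD and E12 targets (Ckm, Myog, Des and Mylpf). The tests of these lists are therefore not independent. Myom1 (ID 17929), a protein of the M-band, rose from 89.7 ± 32.7 to 649.7 ± 128 (log2 fold change 2.90, SE 0.27, adjusted p = 0.000634). The target that fell was Klf6 (ID 23849), a zinc finger factor, with a log2 fold change of -0.69 (-0.34 on another probe set at a level of at least 200). In the same interval 3 of 3 measured fibroblast markers rose (adjusted p = 0.0115, and 0.301 with an estimated correlation), as did 3 of 4 smooth muscle markers (adjusted p = 0.0267, and 0.395 with an estimated correlation). The call of the smooth muscle markers was lost without Day 2 replicate 2 (adjusted p = 0.114) or Day 1 replicate 3 (0.0554) and on linear values (0.0633). On the first component of variation within time points, where the median loading of these markers lies at percentile 82.4, Day 2 replicate 2 scored 32.0 and the other Day 2 arrays -15.2 and -16.8.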

MEF2, which is implicated in the muscle contraction process [10], is also enriched since the muscle contraction pathway is up-regulated [6]. 

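The genes of the other factors that head the list for rising genes moved in different ways. Among the AP1 genes, Fosl2 (ID 14284) rose from 707 ± 109 (SD, n = 3) to 1233 ± 268 (log2 fold change 0.79, SE 0.19, adjusted p = 0.0167), while Fosl1 (ID 14283) fell 2.92-fold, from 146 ± 31.2 to 49.5 ± 8.72 (log2 fold change -1.54, SE 0.20, adjusted p = 0.00151), and Jund (ID 16478) fell from 1409 ± 24.2 to 1094 ± 159 (adjusted p = 0.0493). Junb (ID 16477) did not pass (log2 fold change 0.06, adjusted p = 0.723; -0.04 without Day 2 replicate 2), and Fos stayed below a level of 100, with 37.4 on Day 1 and 45.4 on Day 2. Nr3c1 (ID 14815), the glucocorticoid receptor that binds the GRE, rose from 176 ± 2.99 to 286 ± 31.6 (log2 fold change 0.70, SE 0.11, adjusted p = 0.00341). Sp1 (ID 20683) (log2 fold change 0.25, adjusted p = 0.197) and Usf1 (ID 22278) (log2 fold change 0.29, adjusted p = 0.120) did not pass, and Usf2, Gata4 and Irf2 stayed below the level of 100. Of 5 measured genes of the interferon response, which IRF2 binds, 2 rose and 1 fell, and the list did not pass (adjusted p = 0.565). Irf9 (ID 16391), a factor of that response, rose with a log2 fold change of 1.22, Ifit2 (ID 15958), which binds viral RNA, rose with one of 0.76 (adjusted p = 0.0201), and H2-D1 (ID 14964), a class I histocompatibility gene, fell with one of -0.36 (adjusted p = 0.0448). In all, of 67 genes of factors and genes named by the paper, 48 were measured, 15 rose, 13 fell and 20 did not pass. As a list, the 45 measured factor genes did not differ from other genes (adjusted p = 0.643), but they passed with no level filter (adjusted p = 0.0253), as did the interferon genes (0.00549). The rise of Fosl2 no longer passed without Day 1 replicate 1 (adjusted p = 0.0690), Day 1 replicate 2 (0.0713), Day 2 replicate 1 (0.0655) or Day 2 replicate 3 (0.0556), and that of Nr3c1 with its probe set of the highest mean level (0.307). The fall of Jund no longer passed without any 1 of Day 1 replicates 1, 2 and 3 (0.148, 0.150 and 0.0925) or of Day 2 replicates 1 and 3 (0.163 and 0.143). Without Day 1 replicates 1 or 2 or Day 2 replicates 1 or 3, neither Ifit2 (0.0738, 0.0788, 0.0718 and 0.0656) nor H2-D1 (0.121, 0.0793, 0.139 and 0.117) passed, and neither did with no level filter (0.0649 and 0.0637). Ifit2 was also lost on linear values (0.0808), and H2-D1 without Day 1 replicate 3 (0.123), after quantile normalization (0.0972) and with the replicate number as a block (0.0554).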

Several other top ranked TFs have not been previously linked to muscle and may warrant further investigation into their roles in myogenesis.

**Table 1:** Significant transcriptional factors in up-regulated genes from Day 1 to Day 2

Motif	Occurrence Number	p-value	q-value	Transcription Factors
RRCAGGTGNCV	17	3.87E-05	0.00274	E12
SRACAGGTGKYG	23	0.000125	0.00399	MYOD
RSTGACTNMNW	65	0.000253	0.00399	AP1
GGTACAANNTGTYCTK	34	0.000282	0.00399	GRE
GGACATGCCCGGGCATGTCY	170	0.000306	0.00399	P53
GGGGCGGGGT	245	0.000338	0.00399	SP1
NNRYCACGTGRYNN	38	0.000422	0.00426	USF
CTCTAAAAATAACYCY	11	0.000485	0.00429	MEF2
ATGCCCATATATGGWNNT	67	0.000605	0.00475	SRF
GAAAAGYGAAASY	8	0.00178	0.0126	IRF2
AGATADMAGGGA	15	0.0029	0.018	GATA4
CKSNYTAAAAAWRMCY	4	0.00305	0.018	MMEF2
TGACGTYA	49	0.00389	0.0192	CREBP1/CJUN
RGCAGSTG	14	0.00398	0.0192	MYOGENIN
GGGRATTTCC	75	0.0041	0.0192	NFKAPPAB65

Significant transcriptional factors in up-regulated genes from Day 1 to Day 2. The Motif column shows the consensus binding site sequence for the transcriptional factor. The second column lists the total number genes containing that that transcriptional factor binding sites in the promoter regions. The p-value column illustrates the Mann-Whitney rank sum p-value. The q-value column shows the multiple testing corrected FDR q-value. The transcriptional factor column lists the name of the transcriptional factor which is known to bind to that motif. The total number of up-regulated Refseq genes with raw expression levels at least 100 in Day 2 is 3338.

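The largest rises from Day 1 to Day 2 were in genes of several kinds. Jakmip1 (ID 76071), which encodes a protein that binds microtubules, rose from 2.58 ± 0.472 (SD, n = 3) to 119 ± 23.7 (adjusted p = 5.04e-05). Its Day 1 level lies below the median of every array (3.64 to 3.88), so no fold change is given for it. Bmp4 (ID 12159), a bone morphogenetic protein, rose from 6.92 ± 1.89 to 219 ± 109.8 (log2 fold change 4.86), and Myh7 (ID 140781), the slow myosin heavy chain, rose from 33.9 ± 13.7 to 480.4 ± 144 (log2 fold change 3.86, SE 0.30, adjusted p = 0.000621). The other 7 of the 10 largest rises were in Limch1 (ID 77569) with a log2 fold change of 5.40, the anion transporter Slc26a7 (ID 208890) with 4.57, the fibulin Fbln7 (ID 70370), which rose from 9.04 ± 1.89 to 170.1 ± 51, the pentraxin Ptx3 (ID 19288) with 3.90, the growth factor Ptn (ID 19242) with 3.86, the fibroblast growth factor Fgf7 (ID 14178) with 3.47 and the glutamate transporter Slc1a3 (ID 20512) with 3.46. Apart from Myh7, these genes had Day 1 levels between 2.58 and 17.0, and their fold changes and order rest on those low values. Without Day 2 replicate 2 or Day 2 replicate 3 another probe set stands for Ptn, with log2 fold changes of 1.38 and 1.89, where the first had 3.61 and 4.22. Of 7384 genes, 3721 were higher on Day 2 and had a level of at least 100 on that day. The difference passed the test for 1722 of them, of which 441 were at least 2-fold higher. For 6397 of the 12622 probe sets (50.7%, where chance gives 10%) the 3 arrays of Day 1 and the 3 of Day 2 did not overlap. Of the 2892 genes with several tested probe sets, 30 had probe sets that passed in opposite directions. The number of genes that rose was 927 without Day 1 replicate 1, 918 without Day 1 replicate 2, 1010 without Day 2 replicate 1 and 2719 without Day 2 replicate 2.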

**Figure 2:**
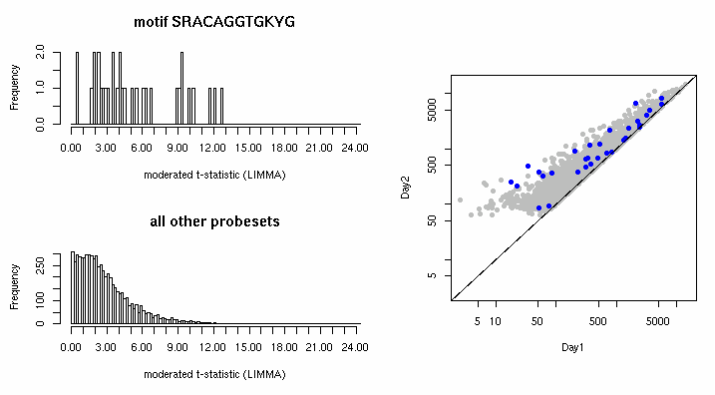
**The distribution of moderated t-values for up-regulated genes containing Myod binding elements in the promoter regions**. The top histogram shows the distribution of moderated t-values for up-regulated MYOD target genes (also depicted as blue dots in the scatter plot), and the bottom histogram shows the distribution of moderated t-values gene expression profiles across all time points for all other up-regulated genes (also depicted as grey dots in the scatter plot).

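Among the genes that rose, the MYOD and MEF2 targets passed the test with moderated t-values above those of the other genes. The 24 targets of MYOD and E12 in this group had a median moderated t of 4.78, and the other 3697 genes 2.78 (one-tailed Mann-Whitney test, adjusted p = 8.49e-05). The 12 MEF2 targets had a median of 6.97 (adjusted p = 8.49e-05). The 17 SRF targets had a median of 4.22, the 19 P53 targets 4.13 and the 8 NFKAPPAB targets 5.03, each at an adjusted p of 0.0635, where the NFKAPPAB value comes from 100000 permutations. The other target lists had fewer than 5 members among the genes that were higher and were not tested there. The genes here are those higher on Day 2 with a level of at least 100, whether or not they passed. Of the lists in the plot of log2 fold changes, 24 of 25 MYOD and E12 targets lie above 0, and 22 of 23 E2F targets, 15 of 15 FOXM1 targets and 15 of 16 NFY targets below it. Without Day 2 replicate 2 the MYOD and E12 targets no longer passed (adjusted p = 0.121), and P53 targets did (0.0451). The P53 targets also passed without Day 1 replicate 3 (0.0319), Day 2 replicate 1 (0.0334) and Day 2 replicate 3 (0.0381), with all 24 arrays in a single fit (0.0303) and after quantile normalization (0.0182). The SRF targets passed without Day 1 replicate 3 (0.0405) or Day 2 replicate 3 (0.0209), and the NFKAPPAB targets without Day 2 replicate 3 (0.0381), at a level of at least 200 (0.0399) and with the probe set of the highest mean level (0.0485).

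**Figure D2:**
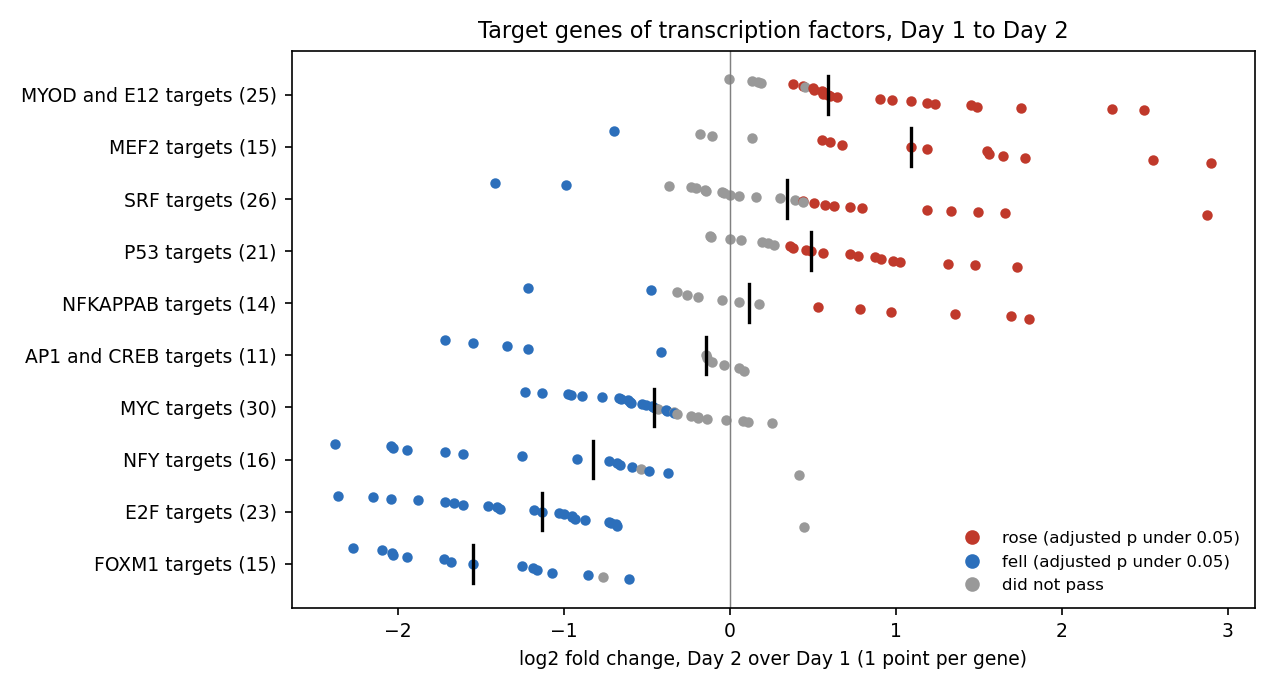
Log2 fold change from Day 1 to Day 2 of each measured gene in 10 lists of targets of transcriptional factors. Red points rose, blue points fell, grey points did not pass, and a black bar marks the median, which is 1.09 for MEF2 targets and -1.55 for FOXM1 targets.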

Table 2 shows a list of statistically significant transcriptional factors in down-regulated genes from Day 1 and Day 2. It has been previously shown that myogenic differentiation in this model is accompanied by cell cycle arrest that is detectable at the transcript level [6]. 

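Nearly all measured genes of mitosis and of DNA replication fell from Day 1 to Day 2. Of 42 genes of mitosis, 41 fell and none rose (42 and 0 when adjusted over the list alone), with a median log2 fold change of -1.63 (camera adjusted p = 4.69e-20, and 0.301 with an estimated correlation). Of 36 genes of DNA replication, 34 fell and none rose (35 and 0 over the list alone; median -1.16, adjusted p = 3.69e-14, and 0.301 with an estimated correlation). Cdc20 (ID 107995), an activator of the anaphase-promoting complex, fell from 1879.7 ± 102 (SD, n = 3) to 645 ± 72.1 (log2 fold change -1.55, SE 0.12, adjusted p = 0.000621), and was 224 ± 106 on Day 5. Mcm3 (ID 17215), a subunit of the replicative helicase, fell from 426 ± 20.9 to 164 ± 27.2 (log2 fold change -1.38, SE 0.14, adjusted p = 0.000721). Rfc3 (ID 69263), which loads the replication clamp, fell with a log2 fold change of -1.43. The regulators of the entry into S phase were divided. Of 15 measured, 9 fell and 2 rose (9 and 3 over the list alone; adjusted p = 0.00521, and 0.301 with an estimated correlation). Ccne1 (ID 12447), cyclin E1, fell with a log2 fold change of -2.15. Another probe set stands for Ccne1 at the highest mean level and with values below 50 raised to 50, with -1.07. The D cyclins Ccnd3 (ID 12445) and Ccnd2 (ID 12444) rose, with log2 fold changes of 0.47 (adjusted p = 0.00905) and 0.58 (adjusted p = 0.0273). Of 12 measured CDK inhibitors and pocket proteins, 3 rose and 3 fell, also over the list alone (adjusted p = 0.780). Gadd45a (ID 13197), a growth arrest gene, rose from 1763 ± 217 to 3487 ± 343 (log2 fold change 0.99, SE 0.13, adjusted p = 0.00167), and Cdkn1a (ID 12575), the inhibitor p21, rose with a log2 fold change of 0.56 (adjusted p = 0.0335). Cdkn2d (ID 12581), another inhibitor of the D cyclin kinases, fell with a log2 fold change of -0.80, and Btg1 (ID 12226), an antiproliferative gene, with one of -0.56 (adjusted p = 0.00620, and 0.0976 with its probe set of the highest mean level). The rises of Ccnd3, Ccnd2 and Cdkn1a no longer passed without Day 1 replicate 1 (adjusted p = 0.0557, 0.0859 and 0.124) or Day 1 replicate 2 (0.0501, 0.108 and 0.0575). Those of Ccnd2 and Cdkn1a were also lost without Day 2 replicate 1 (0.0689 and 0.0539), that of Ccnd2 without Day 2 replicate 3 (0.0673) and that of Cdkn1a without Day 1 replicate 3 (0.0855), and the S phase regulators as a list did not pass with no level filter (0.0895).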

The results described here implicate a number of TFs that might drive the exit from cell cycle. 

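The genes of several factors ranked among the falling genes moved in either direction. Tfcp2 (ID 21422), the gene of CP2, rose 2.07-fold, from 105 ± 16.5 (SD, n = 3) to 216 ± 16.7 (log2 fold change 1.05, SE 0.14, adjusted p = 0.00178), and Yy1 (ID 22632), a zinc finger factor that represses muscle genes in myoblasts, rose from 302 ± 17.5 to 484 ± 84.2 (log2 fold change 0.66, SE 0.15, adjusted p = 0.0123). Creb1 (ID 12912), which mediates the response to cyclic AMP, fell from 329.9 ± 26.3 to 220.2 ± 42 (log2 fold change -0.60, SE 0.15, adjusted p = 0.0205), and Tfe3 (ID 209446), a helix-loop-helix factor of the TFE family, fell from 149.7 ± 8.58 to 114 ± 6.26 (log2 fold change -0.40, SE 0.10, adjusted p = 0.0212). Of the hedgehog factors, Gli3 (ID 14634) did not pass (log2 fold change -0.29, adjusted p = 0.104), and Gli1 and Gli2, as well as Nfe2 and Tfeb, stayed below a level of 100. The calls of Yy1, Creb1 and Tfe3 were lost without Day 1 replicate 1 (adjusted p = 0.0591, 0.0688 and 0.0900), Day 1 replicate 2 (0.0529, 0.0871 and 0.102) or Day 2 replicate 1 (0.0509, 0.0695 and 0.0715), and those of Creb1 and Tfe3 without Day 2 replicate 3 (0.0590 and 0.0716). On linear values Yy1 fell by 190.2 on another probe set (adjusted p = 0.0378). With the probe set of the highest mean level the log2 fold change was -0.16 for Yy1 and 0.12 for Creb1, both on other probe sets. Another probe set stands for Gli3 without Day 2 replicate 2 (0.63, where the first had -0.33) and with all 24 arrays in a single fit or the replicate number as a block (0.38, where the first kept -0.29).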

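Targets of E2F and of MYC fell from Day 1 to Day 2. Of 23 measured E2F targets, 22 fell and none rose (22 and 1 when adjusted over the list alone), with a median log2 fold change of -1.13 (camera adjusted p = 1.57e-09, and 0.301 with an estimated correlation). Rrm2 fell from 3859 ± 315 (SD, n = 3) to 1761 ± 149 (log2 fold change -1.13, SE 0.11, adjusted p = 0.000755). E2f1 (ID 13555), the first E2F factor described, fell from 193 ± 9.27 to 118 ± 25.9 (log2 fold change -0.73, SE 0.16, adjusted p = 0.0111) and was 71.2 ± 8.93 on Day 5. E2f5 (ID 13559) fell with a log2 fold change of -0.42 (adjusted p = 0.0446), E2f6 (ID 50496) rose with one of 0.41 (adjusted p = 0.0229), E2f2 (ID 242705) and E2f3 (ID 13557) did not pass, and E2f4 had a level of 4.50 on Day 2. Of 30 measured MYC targets, 19 fell and none rose (21 and 0 over the list alone; median -0.46, adjusted p = 6.02e-06, and 0.301 with an estimated correlation). Dkc1 (ID 245474), a protein of ribosome and telomerase assembly, fell from 542 ± 88.7 to 228 ± 15.3 (log2 fold change -1.24, SE 0.14, adjusted p = 0.00106), and Ran (ID 19384), the GTPase of nuclear transport, fell with a log2 fold change of -0.89. Max (ID 17187), the partner of MYC, did not pass (log2 fold change -0.44, adjusted p = 0.219). Among the genes lower on Day 2, the 22 E2F targets had a median moderated t of -7.12 and the 27 MYC targets -4.03, with the others at -2.49 and -2.50 (one-tailed Mann-Whitney tests, adjusted p = 7.77e-10 and 0.00218). The fall of E2f1 no longer passed without Day 1 replicate 2 (adjusted p = 0.0512) or with no level filter (0.0609), and that of Ran with its probe set of the highest mean level (0.0835). Without Day 1 replicate 1, Day 1 replicate 2 or Day 2 replicate 1, neither E2f5 (adjusted p = 0.156, 0.162 and 0.144) nor E2f6 (0.0754, 0.108 and 0.0744) passed. Without Day 2 replicate 3, E2f6 did not pass (0.0707) and the log2 fold change of E2f5 was 0.90 on another probe set; that of E2f3 was 0.01 without Day 1 replicate 3 and 0.06 without Day 2 replicate 2.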

The transcriptional factors E2F1 and MYC, known regulators of the cell cycle process, are the top enriched transcriptional factors among the down-regulated genes, which implicates E2F1 and MYC as drivers of the previously described cell cycle arrest [6]. The cell cycle checkpoint gene P53 and several known mediators of P53 activity E2F as well as NFY are also among the top enriched TFs [11]. 

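Targets of P53 rose while those of NFY fell. Of 21 measured P53 targets, 14 rose and none fell, with the same counts when adjusted over the list alone and a median log2 fold change of 0.49 (camera adjusted p = 0.000343, and 0.301 with an estimated correlation). Eda2r (ID 245527), a receptor of the tumour necrosis factor family, rose from 221 ± 37.7 (SD, n = 3) to 730.2 ± 78.6 (log2 fold change 1.73, SE 0.15, adjusted p = 0.000624). Only 2 P53 targets were among the genes lower on Day 2, too few for a rank sum test there. Of 16 measured NFY targets, 14 fell and none rose, also over the list alone (median -0.82, adjusted p = 2.78e-06, and 0.301 with an estimated correlation). Ccnb2 (ID 12442), cyclin B2, fell from 1169 ± 151 to 306 ± 60.8 (log2 fold change -1.94, SE 0.18, adjusted p = 0.000634), and Cdc25c (ID 12532), the phosphatase that activates CDK1, fell from 109 ± 15.6 to 21.3 ± 5.31 (log2 fold change -2.38, SE 0.20, adjusted p = 0.000624). Without Day 1 replicate 1 this probe set of Cdc25c drops below the level filter (log2 fold change -2.26), and another one stands for the gene, with -1.16. Among the genes lower on Day 2, the 15 NFY targets had a median moderated t of -5.10 (one-tailed Mann-Whitney test, adjusted p = 1.27e-05). Of the NFY subunits, Nfyb (ID 18045) fell from 247 ± 25.8 to 180.0 ± 4.23 (adjusted p = 0.0179), Nfyc (ID 18046) fell from 343 ± 31.8 to 271 ± 16.3 (adjusted p = 0.0494) and Nfya (ID 18044) did not pass (log2 fold change 0.12, adjusted p = 0.549; -0.02 on another probe set with no level filter and -0.00288 without Day 2 replicate 3). The falls of Nfyb and Nfyc were lost without Day 1 replicate 1 (adjusted p = 0.0705 and 0.194), Day 1 replicate 2 (0.0869 and 0.131) or Day 2 replicate 1 (0.0670 and 0.159). That of Nfyc was also lost without Day 1 replicate 3 (0.0597) or Day 2 replicate 3 (0.0767).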

Foxm1, a gene critical for G1/S transition and essential for mitotic progression [12], is also identified by the method. 

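Foxm1 (ID 14235) fell 3.30-fold from Day 1 to Day 2, from 199.8 ± 35.3 (SD, n = 3) to 61.5 ± 18 (log2 fold change -1.72, SE 0.22, adjusted p = 0.00149). Its level had been 398 ± 63.8 on Day -1, 147 ± 7.21 on Day 0 and 297 ± 22.8 on Day 0.25, and it was 11.5 ± 3.88 on Day 5. Of 15 measured FOXM1 targets, 14 fell and none rose (15 and 0 when adjusted over the list alone), with a median log2 fold change of -1.55 (camera adjusted p = 7.44e-09, and 0.301 with an estimated correlation). Aurkb (ID 20877), the kinase of the chromosomal passenger complex, fell from 332 ± 43.8 to 70.4 ± 19.9 (log2 fold change -2.27, SE 0.20, adjusted p = 0.000624). Among the genes lower on Day 2, the 15 FOXM1 targets had a median moderated t of -7.82 (one-tailed Mann-Whitney test, adjusted p = 3.92e-08). The lists of FOXM1, E2F, NFY and mitosis genes share members, so their tests are not independent. Other lists of targets share members too. Ckm is in those of MYOD and E12, MEF2 and SRF, and Ccna2 in those of E2F, NFY and AP1 and CREB. From the rank of their binding sites among the down-regulated genes, the paper proposes E2F1 and MYC as drivers of the cell cycle arrest.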

Table 3 illustrates significant synergistic transcriptional factors in down-regulated genes from Day 1 to Day 2. 

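Of the genes of the paired factors, the one that changed most was Etv4 (ID 18612), the gene of PEA3, an ETS factor. It fell 4.37-fold, from 186 ± 47.1 (SD, n = 3) to 43.5 ± 15.1 (log2 fold change -2.13, SE 0.31, adjusted p = 0.00225). Smad3 (ID 17127), which carries TGF-beta signals to the nucleus, rose from 468 ± 11.3 to 707 ± 109 (log2 fold change 0.58, SE 0.13, adjusted p = 0.0125), and Smad4 (ID 17128), the partner of the other Smads, rose from 391 ± 34.8 to 588 ± 105 (log2 fold change 0.58, SE 0.16, adjusted p = 0.0248). Smad1 (ID 17125), Smad2 (ID 17126) and Smad5 (ID 17129) did not pass, with log2 fold changes of 0.24, -0.08 and 0.15. Sp3 (ID 20687), a factor related to SP1, did not pass either (log2 fold change -0.31, adjusted p = 0.218). Onecut1, the gene of HNF6, Tfap2a, that of AP2ALPHA, and Rel, that of CREL, stayed below a level of 100 on both days. The rises of Smad3 and Smad4 were lost without Day 1 replicate 1 (adjusted p = 0.0579 and 0.1004) or Day 1 replicate 2 (0.0547 and 0.0924), and without Day 2 replicate 2 another probe set stands for Smad3, with a log2 fold change of 1.01, where the first had 0.69. The rise of Smad4 was also lost without Day 2 replicate 1 (0.0911), Day 2 replicate 3 (0.0792) or with its probe set of the highest mean level (0.480). With no level filter another probe set stands for each of Smad2 and Smad5, with log2 fold changes of 1.15 and -0.30, and without Day 2 replicate 3 yet another stands for Smad5, with -7.07e-05.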

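Rela (ID 19697), the gene of the NFKAPPAB65 subunit, was 772 ± 74.9 (SD, n = 3) on Day 1 and 649 ± 19 on Day 2 and did not pass (log2 fold change -0.25, SE 0.11, adjusted p = 0.111), though with all 24 arrays in a single fit its fall did (adjusted p = 0.0245). Myc (ID 17869) was 349.9 ± 30.6 on Day 1 and 306 ± 12.6 on Day 2 and did not pass (log2 fold change -0.19, SE 0.11, adjusted p = 0.205). Its level had been 669.6 ± 15.9 on Day 0 and 301 ± 33.8 on Day 0.25, and it was 569 ± 45.6 on Day 5. Of 14 measured NFKAPPAB targets, 6 rose and 2 fell, with the same counts when adjusted over the list alone, and the list did not pass (camera adjusted p = 0.292). Ptgs2 (ID 19225), an inducible cyclooxygenase, rose from 33.5 ± 1.43 to 110.1 ± 22.8 (log2 fold change 1.70, SE 0.16, adjusted p = 0.000661), and Csf1 (ID 12977), a growth factor of macrophages, rose from 145 ± 19.7 to 372 ± 55.6 (log2 fold change 1.36, SE 0.15, adjusted p = 0.00101). Nfkbia (ID 18035), the inhibitor that holds this factor in the cytoplasm, fell with a log2 fold change of -0.47 (adjusted p = 0.0330). Among the genes lower on Day 2, the 6 NFKAPPAB targets had a median moderated t of -1.66 and did not pass (one-tailed Mann-Whitney test with 100000 permutations, adjusted p = 0.848). The fall of Nfkbia no longer passed without any 1 of Day 1 replicates 1, 2 and 3 (adjusted p = 0.120, 0.112 and 0.0566) or of Day 2 replicates 1 and 3 (0.116 and 0.103), nor with its probe set of the highest mean level (0.272).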

The top interaction pair of transcriptional factors are NFKAPPAB65 and MYC. NFKAPPAB subunits are known to interact with the promoter regions of several genes including MYC (identified here in synergy with NFKAPPAB), Cyclin D1, and SKP2. These interactions are dynamic and depend on the phosphorylation states of NFKAPPAB65 as well as the cell cycle phase [13]. 

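Cyclin D1 and SKP2 fell. Ccnd1 (ID 12443), the D cyclin that drives cells through G1, fell 2.32-fold from Day 1 to Day 2, from 782 ± 106 (SD, n = 3) to 339 ± 66.1 (log2 fold change -1.22, SE 0.18, adjusted p = 0.00234). It was 1427 ± 125 on Day -1 and 225 ± 19.2 on Day 5. Skp2 (ID 27401), the ubiquitin ligase subunit that marks CDK inhibitors for degradation, fell from 286 ± 32.2 to 158 ± 14.1 (log2 fold change -0.86, SE 0.13, adjusted p = 0.00241), from 509 ± 17.1 on Day -1, and was 78.5 ± 9.88 on Day 5. Both had fallen by Day 0 as well, to 843 ± 62 for Ccnd1 and 195 ± 19.5 for Skp2, and Skp2 was 446 ± 12 again on Day 0.25. That earlier fall passed on all 5 probe sets of Skp2 but on only 1 of 3 of Ccnd1 (adjusted p = 0.00246, with 0.279 and 0.245 on the others). Both calls were kept under each alternative run for this interval and without each of the 6 arrays.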

Taken together, these results show that biologically relevant transcription factors involved in muscle differentiation also show statistical significance in the gene expression profiling experiment. Thus one can use CisTransMine to tease out important regulatory processes that are in play under a given perturbation to a system.

**Table 2:** Significant transcriptional factors in down-regulated genes from Day 1 to Day 2

Motif	Occurrence Number	p-value	q-value	Transcription Factors
NKTSSCGC	116	4.47E-11	3.97E-09	E2F1
RACCACGTGCTC	351	2.31E-07	1.03E-05	MYC/MAX
GGGGCGGGGT	253	2.64E-06	7.82E-05	SP1
ARATKGAST	14	6.73E-06	0.000149	FOXM1
TRRCCAATSRN	95	1.56E-05	0.000278	NFY
NNCCACGTGNNN	12	0.000292	0.00415	NMYC
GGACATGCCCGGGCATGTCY	205	0.000327	0.00415	P53
TGACGTYA	65	0.000496	0.00551	CREBP1/CJUN
NBTGGGTGGTCN	12	0.00142	0.014	GLI
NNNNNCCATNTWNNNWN	64	0.00248	0.02	YY1
GCHCDAMCCAG	5	0.00916	0.0592	CP2
TGCTGAGTCAY	5	0.00945	0.0592	NFE2
TCATGTGN	9	0.0124	0.0675	TFE
TGACGTMA	90	0.0136	0.0675	CREB
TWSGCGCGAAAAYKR	10	0.0141	0.0675	E2F

Significant transcriptional factors in down-regulated genes from Day 1 to Day 2. The Motif column shows the consensus binding site sequence for the transcriptional factor. The second column lists the total number of genes containing that motif in the promoter regions. The p-value column illustrates the Mann-Whitney rank sum p-value. The q-value column shows the multiple testing corrected FDR q-value. The last column lists the name of the transcription factor. The total number of down-regulated Refseq genes with raw expression levels at least 100 in Day 1 is 3728.

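The largest fall from Day 1 to Day 2 was that of Tubb3 (ID 22152), a beta tubulin, from 327 ± 113 (SD, n = 3) to 22.5 ± 7.06 (log2 fold change -3.85, SE 0.29, adjusted p = 0.000621). Nefl (ID 18039), the light neurofilament chain, fell from 1111 ± 224 to 225 ± 129.9 (log2 fold change -2.43). Of genes of the cell cycle, Hmmr (ID 15366), a protein of the mitotic spindle, fell from 426 ± 103 to 79.2 ± 12.2 (log2 fold change -2.41, SE 0.21, adjusted p = 0.000624), Gins2 (ID 272551), a subunit of the replicative helicase, fell from 186 ± 48.1 to 36 ± 11.1, and Ccne2 (ID 12448), cyclin E2, fell from 296 ± 43.1 to 60.05 ± 22.7 (log2 fold change -2.36, SE 0.26, adjusted p = 0.000970). Cdc25c is also among the 10 largest falls. The others are Lrr1 (ID 69706) with a log2 fold change of -3.59, Ywhaz (ID 22631), a member of the YWHA family, with -3.28, the metalloprotease Adam8 (ID 11501) with -2.82 and the urea transporter Slc14a1 (ID 108052) with -2.70. The probe set of Ywhaz with the highest mean level did not pass (log2 fold change -0.14, adjusted p = 0.310), and without Day 1 replicate 2 a further probe set stands for the gene, with -1.57, where the first had -3.03. With the probe set of the highest mean level the log2 fold change was -1.11 for Hmmr and -1.31 for Cdc25c. With no level filter another probe set stands for Lrr1, with -1.02, where the first kept -3.59. Lrr1 was measured in 4 of the 6 fits without 1 array. Of the 7384 genes, 3662 were lower on Day 2 and had a level of at least 100 on Day 1. The difference passed the test for 1506 of them, and 352 were at least 2-fold lower. The number of genes that fell was 742 without Day 1 replicate 1, 802 without Day 1 replicate 2, 878 without Day 2 replicate 1 and 2407 without Day 2 replicate 2.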

**Table 3:** Significant synergistic transcriptional factors in down-regulated genes from Day 1 to Day 2

Motif	Occurrence Number	p-value	q-value	Transcription Factors
RACCACGTGCTC_GGGRATTTCC	17	0.00105	0.0122	CMYC NFKAPPAB65
HWAAATCAATAW_TRRCCAATSRN	4	0.0028	0.0122	HNF6 NFY
GCCNNNRGS_ACWTCCK	3	0.00304	0.0122	AP2ALPHA PEA3
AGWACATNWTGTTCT_SGGRNTTTCC	3	0.00523	0.0157	AR CREL
AGACNBCNN_ASMCTTGGGSRGGG	2	0.00859	0.0189	SMAD SP3

Significant synergistic transcriptional factors in down-regulated genes from Day 1 to Day 2. The Motif column shows the consensus binding site sequence for the transcriptional factor where two motifs are separated by an underscore. The second column lists the total occurrence number of genes containing that motif in the promoter regions. The p-value column illustrates the Mann-Whitney rank sum p-value. The q-value column shows the multiple testing corrected FDR q-value. The last column lists the name of the transcription factors. The total number of down-regulated Refseq genes with raw expression levels at least 100 in Day 1 is 3728.

### Results for unknown transcriptional factors

This method was also used to discover novel regulatory elements from this experiment [6]. The elucidation of novel regulatory motifs in the context of a specific cellular function may reveal new pathways and targetable mechanisms related to disease settings. In this paper, the terms "motifs" and "transcriptional factor binding sites" are used interchangeably. Motifs that emerged as potential regulatory elements with statistical significance were screened for functional relevance via luciferase assay. Specifically, motifs were selected in the context of the genes that have a known role in myogenic differentiation and functional pathways that are regulated such as contractility, cell cycle, and mRNA splicing in addition to their statistical significances. 

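Genes of mRNA splicing fell from Day 1 to Day 2. Of 47 measured, 27 fell and 3 rose (29 and 3 when adjusted over the list alone), with a median log2 fold change of -0.43 (camera adjusted p = 7.18e-06, and 0.301 with an estimated correlation). Srsf1 (ID 110809), a splicing factor rich in serine and arginine, fell from 3267 ± 92.7 (SD, n = 3) to 1404 ± 32.3 (log2 fold change -1.22, SE 0.09, adjusted p = 0.000621), and Srsf3 (ID 20383), a factor of the same family, fell from 1315 ± 35.2 to 640.0 ± 38.5 (log2 fold change -1.04, SE 0.10, adjusted p = 0.000676). Rbm24 (ID 666794), a splicing regulator of muscle genes, rose from 150.4 ± 30.2 to 399 ± 56 (log2 fold change 1.42, SE 0.17, adjusted p = 0.00135). Celf2 (ID 14007), another splicing regulator found in muscle, rose with a log2 fold change of 1.56, but its probe set of the highest mean level did not (-0.14, adjusted p = 0.461). From Day -1 to Day 0 the splicing list had also fallen (22 fell and 3 rose, 3 up and 22 down over the list alone, adjusted p = 6.14e-05, and 0.0343 with an estimated correlation), and from Day 0 to Day 0.25 it rose (25 rose and 2 fell, 26 up and 2 down over the list alone, adjusted p = 0.000112, and 0.0301 with an estimated correlation). With no level filter the list did not pass from Day 1 to Day 2 (adjusted p = 0.0792), and in the fit to all 24 arrays it passed with an estimated correlation as well (0.0410).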

The 400 bp DNA sequence surrounding the chosen motifs were analyzed using Transfac for additional transcription factor binding sites, which could potentially influence and complex with the transcription factor identified to bind the unknown novel motif. Table 4 lists the details for tested motifs and other known transcriptional factors within 400 bp DNA sequences surrounding the chosen motifs.

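Myog (ID 17928), the gene of myogenin, a factor that drives terminal differentiation of muscle, rose in several steps. Its level was 404 ± 82.9 (SD, n = 3) on Day -1, 2621 ± 67 on Day 0, 2428 ± 146 on Day 0.25, 5499 ± 703 on Day 1 and 8322 ± 407 on Day 2, and it stayed between 9369 and 10049.5 from Day 3 to Day 5. From Day -1 to Day 0 it rose 6.59-fold (log2 fold change 2.72, adjusted p = 5.70e-13), and from Day 1 to Day 2 it rose 1.52-fold (log2 fold change 0.60, SE 0.12, adjusted p = 0.00816). The rise from Day 1 to Day 2 passed under each alternative run for that interval and without each of the 6 arrays.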

**Table 4:** Tested novel motifs with mutagenesis

Motif	Occurrence number	p-value	Gene symbol	Fold change Ratio	Gene description	Known nearby Transcriptional factor binding sites
gcggaggc	1238	2.57E-06	pck2	0.2	Phosphoenol-pyruvate carboxykinase 2 (mitochondrial)	Oct-1, TFIIA
cgacccgt	95	3.60E-06	myog	5.2	myogenin	SREBP-1, MEF2, MEF3

Novel motifs tested with mutagenesis and their surrounding known transcriptional factor binding sites.

To test for regulatory activity of selected motifs using a reporter gene assay approach, 400 bp sequences were generated by PCR using appropriate primers, and using XhoI restriction sites, these fragments were cloned into the pGL3 promoter reporter vector to assay their transcriptional activity. This relatively large promoter sequence was used due to the potential requirement for contextual surrounding elements for motif function/activity. A 400 bp fragment of the pck2 gene sounding the motif, GCGGAGGC, was cloned from the pck2 promoter into pGL3 promoter firefly luciferase vector and was used to transfect C2C12 myoblasts along with the pGL4.75 Renilla luciferase vector for transfection efficiency. The cells were then split into two plates, cells on one plate were induced to differentiate and the other plate was maintained as undifferentiated myoblasts. Cells transfected with the pGL3 promoter vector without the construct (control), expressed some reporter gene activity, and that reporter activity increased eight fold over the control in the cells transfected with the same vector containing the 400 bp pck2 gene promoter fragment containing the motif, GCGGAGGC (Figure 3A). In order to assess the activity specifically mediated by the motif, the sequence was mutated by random nucleotide substitution, and two different mutant sequences were generated, mutant1 (acgctatc) and mutant2 (ctgcacgc). These mutations led to an increase in the reporter activity beyond that of the wild type motif/promoter, up to twelve fold compared to control. The potential function of this motif, as a negative regulator of gene expression, is consistent with the expression pattern of the pck2 gene within the myogenic program. In contrast, reporter gene activity in C2C12 cells transfected with the pGL4.15 basic vector containing 400 bp of the myogenin promoter with the motif CGACCCGT did not change after mutations were introduced (Figure 3B). Thus, it was deemed that this particular motif has no functional role in the myogenin promoter.

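Pck2 (ID 74551), the gene of mitochondrial phosphoenolpyruvate carboxykinase, went up, down and up again in the first days. The probe set that stands for it had a level of 112 ± 10.6 (SD, n = 3) on Day -1, 272 ± 16.4 on Day 0, 21.6 ± 3.22 on Day 0.25, 123 ± 13.8 on Day 1 and 166 ± 19.7 on Day 2. The level then lay between 145 and 177 through Day 5. The other probe set of the gene gave 812 ± 51.8, 1969 ± 47.0, 355 ± 27.0, 1003 ± 164 and 1239 ± 75.7 at the same time points. From Day 1 to Day 2, Pck2 rose 1.35-fold on the first (log2 fold change 0.43, SE 0.13, adjusted p = 0.0382) and 1.25-fold on the other, which did not pass (adjusted p = 0.110). In the fit to all 24 arrays both passed (adjusted p = 0.0111 and 0.0399). On the first, each Day 2 array lay above each Day 1 array (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Gtf2a1 (ID 83602), a gene of TFIIA, had a log2 fold change of 0.31 from Day 1 to Day 2 and did not pass (adjusted p = 0.0780, and 0.0198 without Day 2 replicate 2). From Day 0 to Day 0.25 Pck2 fell by 3.66 on the log2 scale (adjusted p = 7.78e-14). Pck2 is among the genes induced by ATF4 when amino acids are scarce. Of 35 measured genes of that response, 16 rose from Day 1 to Day 2 and 1 fell (20 and 1 when adjusted over the list alone; median log2 fold change 0.43, camera adjusted p = 0.000255, and 0.462 with an estimated correlation). Cth (ID 107869), an enzyme that makes cysteine, rose with a log2 fold change of 0.97, the transporter of cationic amino acids Slc7a1 (ID 11987) rose with 0.82, and Ddit4 (ID 74747), an inhibitor of mTOR, fell with -1.12. The rise of Pck2 from Day 1 to Day 2 no longer passed without Day 1 replicate 1 (adjusted p = 0.131), Day 1 replicate 2 (0.148), Day 2 replicate 1 (0.0623) or Day 2 replicate 3 (0.117). It was also lost on linear values (0.114), with no level filter (0.0648) and after quantile normalization (0.0504).

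**Figure D3:**
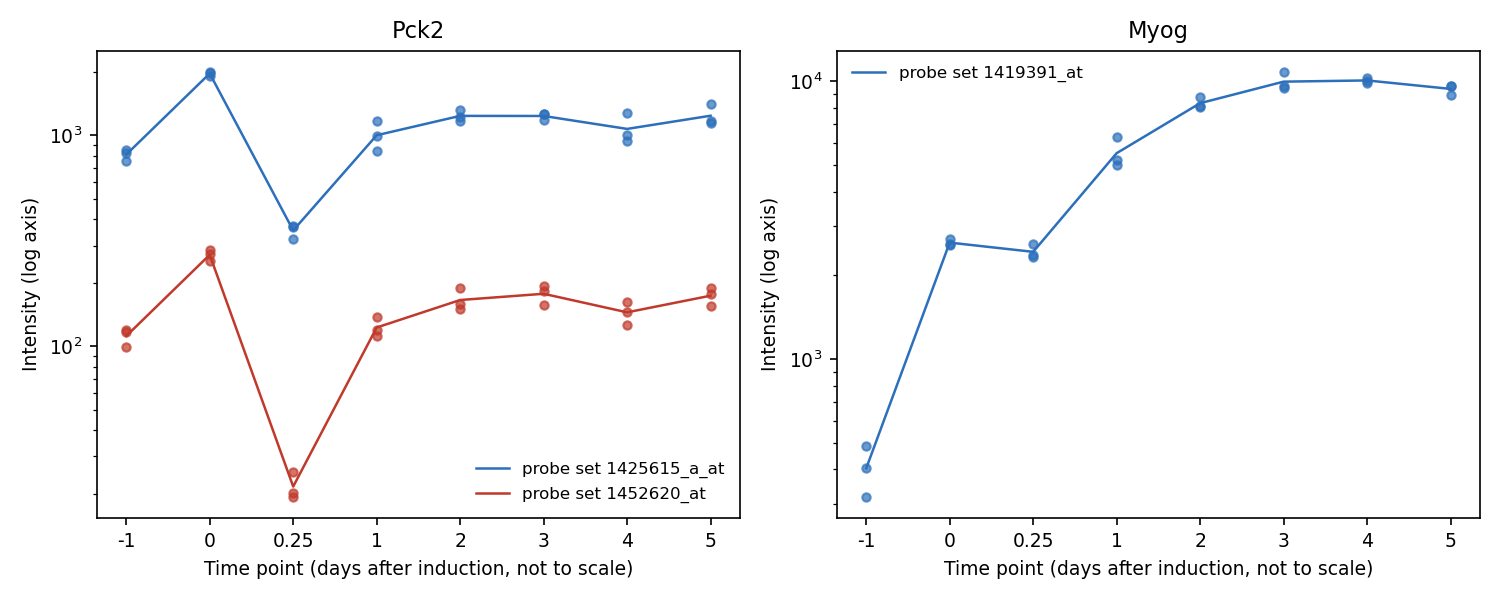
Intensity on a log axis of the 2 probe sets of Pck2 and the probe set of Myog on each of the 24 arrays, by time point. Points are arrays and lines join the means of 3 arrays. Both Pck2 probe sets are lowest on Day 0.25, at means of 21.6 and 355.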

**Figure 3:**
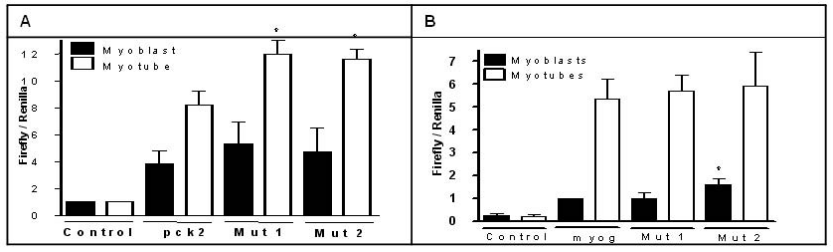
**Luciferase reporter assay results**. Reporter gene assay of pck2 400 bp fragment containing GCGGAGGC motif (A) and myogenin fragment containing CGACCCGT motif (B). There is a change in the reporter activity upon mutagenesis in pck2 constuct and there is no change in myogenin construct. Data normalized to corresponding myoblasts or myotubes transfected with pGL3 promoter vector in the case of pck2 assay (A), Myogenin data was normalized to myoblasts transfected with pGL4.15 containing myogenin construct, because pGL4.15 alone does not have any basal activity. Data represents at least three replicates ± s.e.m. (*, p < 0.05, t-test).

This experiment demonstrated the potential of this method to successfully identify novel functional motifs. Such an approach may be extended to differential gene expression within a variety of disease-related settings and cell types, with potential relevance to disease pathway discovery.

## Discussion

In the post-genomics area, there is a sea of biological data including microarray experimental data. This provides an unprecedented opportunity and challenge to fully decipher the underlying biological system. One aspect of this analysis is to analyze significantly enriched pathways where coordinated but sometimes subtle expression changes are observed among genes [14]. Though the pathway analysis provides a way to see "forests, not individual trees", it can not address the transcription regulation mechanisms which govern the observed gene expression level changes. Thus deciphering transcription regulation mechanisms help characterize the underlying biological process. Different approaches have been proposed to help decipher transcription regulation mechanisms including Bayesian networks, decision trees, and regression models. In this paper, the CisTransMine method has been implemented to identify transcriptional factors involved in biological processes through the analysis of microarray data.

The CisTransMine method not only confirms some known biological knowledge but also reveals potentially novel biological insights. Compared to the results generated by the two-tailed non-parametric Mann-Whitney rank sum test, as used by the MotifADE method shown in Table 5, the CisTransMine method can also identify the transcriptional factors MYOD, AP1, P53, SP1, USF, IRF2, CREBP1/CJUN, and NFKAPPAB65 from up-regulated genes from Day 1 to Day 2 and the transcriptional factors SP1, P53, CREBP1/CJUN, YY1, CP2, NFE2, and TFE from down-regulated genes. Among these transcriptional factors, P53, SP1, and CREBP1/CJUN are significant in both up-regulated genes and down-regulated genes from Day 1 to Day 2 and were missed by the two-tailed non-parametric Mann-Whitney rank sum tests. 

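With a two-tailed Mann-Whitney test over all 7384 genes, 9 of the 10 target lists differed from the other genes. The P53 targets passed (adjusted p = 3.22e-05) on the side of higher t-values, and the AP1 and CREB targets (0.0128) on the side of lower ones. The MYOD and E12 (3.73e-09), MEF2 (9.87e-05) and SRF targets (0.0271) passed on the higher side. The E2F (4.36e-11), FOXM1 (3.73e-09), NFY (3.43e-07) and MYC targets (6.71e-08) passed on the lower side. The NFKAPPAB targets did not pass (0.201). With the one-tailed tests, 6 of the comparisons passed: MYOD and E12 and MEF2 targets among the genes that were higher, and E2F, FOXM1, NFY and MYC targets among those that were lower. The 9 AP1 and CREB targets that were lower had a median moderated t of -3.20 (adjusted p = 0.388), and the 9 SRF targets that were lower one of -1.22 (adjusted p = 0.848), both with 100000 permutations. In the two-tailed test the SRF targets were lost with all 24 arrays in a single fit (adjusted p = 0.0783), on linear values (0.140) and without Day 1 replicate 2 (0.0580), Day 2 replicate 1 (0.0636) or Day 2 replicate 2 (0.165). The AP1 and CREB targets were lost without Day 2 replicate 3 (0.0636), and with no level filter they were on the higher side (0.942). A list of SP1 targets was not tested. Of the P53 targets, 19 were higher on Day 2 and 2 lower, so they do not test whether opposite changes cancel out. The rank sum tests, one-tailed and two-tailed, treat the genes of a list as independent. Genes that are regulated together are not, so these p-values can be too low. With an estimated correlation between genes, none of these lists passed the camera test (adjusted p of 0.301 or more).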

CisTransMine also identifies additional enriched transcriptional factors which are not supported currently linked to myogenesis (*e.g*. NMYC). 

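Mycn, the gene of NMYC, which acts in embryonic and neural precursor cells, stayed near background in these cells. None of its 3 probe sets reached a level of 100 on Day 1 or Day 2, with highest levels of 4.82 and 4.47, so it was not tested.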

CisTransMine did not identify several TFs identified by MotifADE, including HNF4ALPHA and EVI1, and also missed the interaction between E12 and MYOD among up-regulated genes from Day 1 to Day 2. Moreover, only 7066 genes were included in these calculations. 

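Mecom (ID 14013), the gene of EVI1, a zinc finger factor of blood stem cells, rose 1.96-fold from Day 1 to Day 2, from 91.4 ± 9.59 (SD, n = 3) to 179 ± 16.2 (log2 fold change 0.97, SE 0.12, adjusted p = 0.00155). Hnf4a, the gene of HNF4ALPHA, a nuclear receptor of liver and gut, stayed below a level of 100 on its 4 probe sets, with highest levels of 3.41 on Day 1 and 3.23 on Day 2.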

As additional transcriptional factors and their target genes are discovered, we will have more coverage on the transcriptional regulation relationships which will result in more comprehensive prediction results.

**Table 5:** Significant transcriptional factors identified by the two-tailed non-parametric

Motif	Occurrence Number	p-value	q-value	Transcription Factors
NKTSSCGC	161	4.28E-12	7.49E-10	E2F1
RACCACGTGCTC	575	3.92E-08	3.43E-06	MYC/MAX
ARATKGAST	15	1.97E-06	0.000115	FOXM1
RGCAGSTG	15	4.79E-06	0.00021	MYOGENIN
VTGAACTTTGMMB	1217	4.24E-05	0.00149	HNF4ALPHA
AGATADMAGGGA	19	0.000158	0.00462	GATA4
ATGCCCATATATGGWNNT	111	0.000203	0.00507	SRF
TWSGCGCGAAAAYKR	10	0.000247	0.00514	E2F
TRRCCAATSRN	159	0.000264	0.00514	NFY
NNCCACGTGNNN	15	0.000495	0.00867	NMYC
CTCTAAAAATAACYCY	14	0.000618	0.00984	MEF2
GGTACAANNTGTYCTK	55	7.00E-04	0.0102	GRE
NBTGGGTGGTCN	15	0.00191	0.023	GLI
RRCAGGTGNCV	27	0.00197	0.023	E12
ACAAGATAA	7	0.00269	0.0288	EVI1

Mann-Whitney rank sum tests from Day 1 to Day 2

Significant transcriptional factors identified by the two-tailed non-parametric Mann-Whitney rank sum tests

from Day 1 to Day 2. The Motif column shows the consensus binding site sequence for the transcriptional factor. The second column lists the total number genes containing that that transcriptional factor binding sites in the promoter regions. The p-value column illustrates the two-tailed Mann-Whitney rank sum p-value. The q-value column shows the multiple testing corrected FDR q-value. The transcriptional factor column lists the name of the transcriptional factor which is known to bind to that motif. The total number of Refseq genes with raw expression levels at least 100 in either Day 1 or Day 2 is 7066.

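Of the array's probe sets, 34945 were assigned to 1 gene, 932 to several and 9160 to none, and 64 were controls. With a level of at least 100 on Day 1 or Day 2, 7384 genes were measured, of which 3228 changed at an adjusted p under 0.05 and 793 of these by at least 2-fold. The count of changed genes was 1669 without Day 1 replicate 1, 1720 without Day 1 replicate 2, 1888 without Day 2 replicate 1 and 5126 without Day 2 replicate 2.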

## Conclusion

In summary, preliminary results identified the relevant transcriptional factors involved in a mouse C2C12 cell model of myogenesis, demonstrating the potential of this method to identify the transcriptional regulatory mechanisms in profiling experiments. We expect that the application of this method to other systems will yield similar results and lead to novel hypotheses regarding the roles of various transcription factors in specific biological systems.

The CisTransMine method was implemented in R, Perl, and C++ and is available upon request. The CisTransMine method was applied to a gene expression profiling experiment of mouse C2C12 skeletal muscle myoblast differentiation to myotubes. The dataset is available from NCBI GEO database [15].

## Methods

### Preparation for promoter sequences

The human, mouse and rat promoter sequences were extracted from the genome assembly as of January 2008. The location of the transcriptional start site was approximated by the first nucleotide in the RefSeq mRNA transcript sequence. For each gene, promoter sequences with respect to their transcripts were extracted according to coordinates of first exons for corresponding transcripts. For each transcript, the region from -2000 bp to +300 bp with respect to the transcriptional start site was extracted. A gene may have several different transcripts, therefore several promoters.

The promoter sequences were masked against repetitive sequences, e.g., LINEs and SINEs with the RepeatMasker program to avoid any Transfac version 11.4 [16] matrix search hits in those repetitive regions. Then orthologous promoter sequences were aligned together with Wconsensus [17]. The orthologous relationships were defined in the NCBI Homologene database as of March 2008. For those promoters with orthologous promoters in human, mouse and rat, a sliding window of 10 nucleotides was used and non-conserved regions were masked out where promoter sequence identities among orthologous promoter sequences had a length of less than 5 nucleotides within a 10 nucleotide window.

### Annotation of promoter sequences

Human-curated transcriptional factor binding sites from the Transfac database were used to record each transcription factor and its regulated genes for human sequences. In addition, the GeneGo Metacore database version 4.6 [18] was used to identify each transcriptional factor and its regulated genes. The Metacore database also reports whether the relationship is the activation or inhibition effect by the transcription regulation, e.g., the human P53 gene regulates 609 target genes by the transcription regulation: among these 609 genes, it transcriptionally activates 206 genes and inhibits 84 genes. Its nature of its interactions with the remaining 319 genes is not explicitly stated. In total, there are a total of 822 human transcriptional factors, 649 mouse transcriptional factors, and 386 rat transcriptional factors in our collection.

### Extraction of unknown transcriptional factor binding sites

Promoter sequence regions which have been annotated as known transcriptional factor binding sites were masked out. The remaining regions contain potentially novel transcriptional factor binding sites. All possible non-degenerative conserved 8-mer and 9-mer motifs which have at least 5 identical nucleotides within a 10 nucleotide window among human, mouse and rat promoter sequences were enumerated. Their true significance would be evaluated in biological experiments.

### Normalization of affymetrix genechip arrays

Affymetrix mouse 430 version 2 microarrays were used to measure gene expression values. Normalization in our analysis was carried out using the GC-RMA normalization method [19]. Values were exponentiated (base 2) to return them to a linear scale and scaled to a 2% trimmed mean of 150. We removed probe sets which have average raw values among replicates less than 100 for both conditions.

### Calculation of the moderated t statistic for each probe set

The traditional student t-test statistic is often used to assess the significance of individual probe sets between two conditions, e.g., treatment group versus control group. However, there are usually only a few replicates (usually three) within each group. Given such a small sample size, it is difficult to estimate the variance reliably. This makes the estimation of the t-statistic problematic. To address this problem, the moderated t-test [20] implemented in the Limma package within the Bioconductor package [21] is adopted to evaluate the significance of individual probe sets between the two groups. The moderated t-test assumes the same distribution for the error variance of all genes in order to estimate the variance of an individual gene with an empirical Bayes method, using posterior residual standard deviations instead of traditional standard deviations, to accommodate for the low number of replicates for each group [20]. Up-regulated genes and down-regulated genes have positive and negative moderated t-values respectively. If a gene is represented by several probe sets, the moderated t-statistic with the highest absolute value is used to represent the moderated t- statistic for that gene.

### Evaluation of the significance of a single motif

The CisTransMine method extends the MotifADE framework to identify significant transcriptional factor binding sites enriched between two microarray conditions. MotifADE uses a two-tailed non-parametric Mann-Whitney rank sum U statistic to evaluate the significance of a motif. Specifically, for each motif, t-statistics for all the genes are divided into two groups: one group containing t-statistics for genes having the motif of interest in their promoter region and the other group for genes not having the motif in their promoter regions. The null hypothesis is that there is no difference between the means of the ranks of these two sets of t-statistics; the alternative hypothesis is that the means of the ranks of these two sets are not equal, i.e., genes containing the motif are either up-regulated or down-regulated (Figure 4).

**Figure 4:**
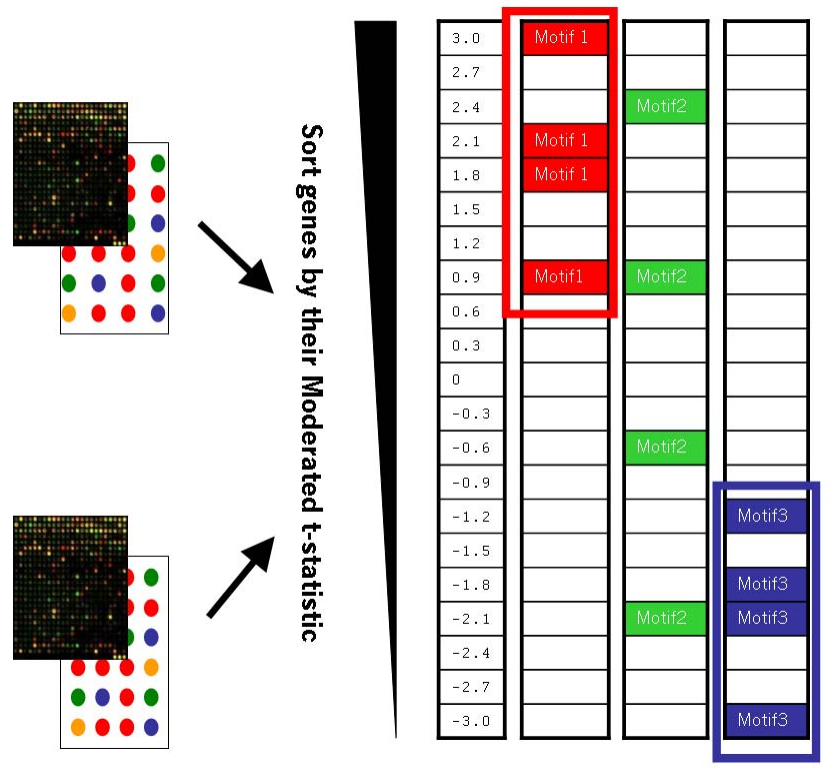
**MotifADE overview**. Overview of MotifADE method: Genes are sorted by their moderated t-test statistic values. Motifs in the promoter regions in these genes are identified. Two-tailed Mann-Whitney rank sum statistics is applied. In this schematic view, Motif 1 is significant in the up-regulated genes. Motif 2 is not significant in either the up-regulated genes or down-regulated genes and Motif 3 is significant in the down-regulated genes.

In the case where a transcriptional factor may enhance the transcription of certain genes and repress the transcription of other genes at the same time, the two-tailed Mann-Whitney test might obscure such contexts. Under this situation, a two-tailed Mann-Whitney test cannot detect the significance of that motif since the two-tailed Mann-Whitney test calculates for a given motif, the rank sum for all genes having that motif regardless of up-regulated genes, down-regulated genes, and non-regulated genes. If there are an approximately equal number of up- and down-regulated genes with a particular motif, the statistical significance of the up-regulated genes will be more or less cancelled out by the statistical significance of the down-regulated genes. As a result the motif contained in those genes will be computed to be statistically insignificant. For example, in Figure 5, Motif 1 and Motif 3 would have the same p-values with the two-tailed Mann-Whitney test since only the t-value 0.9 is important and all other t-values from Motif 1 or Motif 3 are symmetric with respect to 0 contributing the same to the rank sum as does t-value 0 even though Motif 1 is more significant than Motif 3, as there are several genes containing motif 1 that are more highly down- or up-regulted relative to the extremes of the genes containing motif 3.

**Figure 5:**
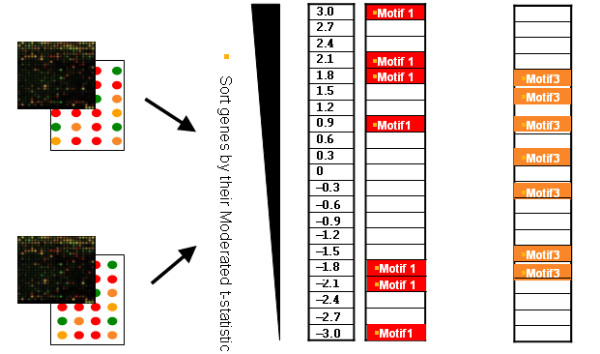
**Problems with the two-tailed Mann-Whitney test**. Motif 1 and Motif 3 would have the same p-values with the two-tailed Mann-Whitney test since only the t-value 0.9 is important and all other t-values from Motif 1 or Motif 3 are symmetric with respect to 0 contributing the same to the rank sum as does t-value 0 even though genes in Motif 1 show higher magnitude changes than genes in Motif 3.

An approach using absolute values was implemented to solve this problem [22] where the absolute enrichment can identify important gene sets that may not be identified by two-tailed methods. The CisTransMine method is proposed to test up-regulated genes and down-regulated genes separately for statistical significance by using the one-tailed non-parametric Mann-Whitney test. For up-regulated (and down-regulated respectively) genes, the null hypothesis is that the mean of the ranks in the up-regulated (and down-regulated respectively) genes containing the motif is equal to the mean of ranks in the up-regulated (and down-regulated respectively) genes not containing the motif; the alternative hypothesis is that the mean of ranks in the up-regulated (and down-regulated respectively) genes containing the motif is greater than (less than respectively) the mean of ranks in the up-regulated (and down-regulated respectively) genes not containing the motif. Thus, significances for motifs in up-regulated genes and down-regulated genes are tested separately.

### Synergistic motifs

In eukaryotic genomes, a synergistic relationship is present when multiple transcriptional factors work in concert to regulate target genes, e.g., combinatorial activities of multiple transcriptional factors regulate the B cell lineage commitment and differentiation [23]. In the CisTransMine method, synergistic relationships between two transcriptional factors are detected in a two-step process. First, the genes containing transcriptional factor A binding sites (TF_A_) and transcriptional factor B binding sites (TF_B_) in the promoter regions can be denoted by TF_A _∩ TF_B_, which is a subset of genes containing both types of binding sites. All the genes containing transcriptional factor A binding sites but not transcriptional factor B binding sites can be denoted by TF_A_- TF_B_. All the genes containing transcriptional factor B binding sites but not transcriptional factor A binding sites can be denoted by TF_B_- TF_A_. For up-regulated (and down-regulated respectively) genes, the necessary conditions for the true synergy between two transcriptional factors to exist are that (1) one-tailed Mann Whitney rank sum test P-value between genes in the set of TF_A _∩ TF_B _and the genes in the set of TF_A_- TF_B _is less than 0.05, (2) one-tailed Mann Whitney rank sum test P-value between genes in the set of TF_A _∩ TF_B _and the genes in the set of TF_B_- TF_A_, is less than 0.05. If the necessary conditions are satisfied, the algorithm proceeds to the second step where the significance of the synergistic relationship between the two transcriptional factors is tested with the same method as that for the single motif with the one-tailed Mann-Whitney rank sum test.

### Multiple testing correction

In order to reduce the false positive rate, multiple testing correction method must be applied to take into account that thousands of null hypotheses are tested at the same time. The multiple testing correction method we adopt is the False Discovery Rate (FDR) q-value [24]. The FDR q-value is a measure of the rate of false discovery from the distribution of p-values. The FDR q-value method is chosen since it can balance between the specificity and the sensitivity without *a priori *p-value cutoff (see reference for details).

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

QM carried out the design and implementation of the algorithm and wrote the manuscript. GWC provided the mapping of the Affymetrix probeset to the NCBI refseq sequence. JDS did the quality control of the Affymetrix chips. AB, PAK, and DK did the wet lab work. NRN directed and participated in the project. All authors involved in reviewing and revising the manuscript and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

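RNA of mouse C2C12 cells was measured on 24 arrays, 3 for each of Day -1, Day 0, Day 0.25, Day 1, Day 2, Day 3, Day 4 and Day 5. Time points and replicate numbers were taken from the sample labels, and all 24 arrays were used. No 2 arrays held identical values. Among probe sets with a mean of at least 100, Pearson's r between log2 values of arrays of 1 time point lay between 0.962 and 0.996.

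The deposited table gives the intensity of each probe set on a linear scale. By the paper's methods, the authors computed it with GC-RMA, raised it to base 2 and scaled each array to a 2% trimmed mean of 150. The submitters' processing notes name GCRMA and also MAS5, with no role given for the latter. The median intensity of an array lay between 3.64 and 3.88, so most probe sets lie near the lower end of the scale, and a level of at least 100 was required of every probe set tested. Probe sets were assigned to genes by the annotation of the array, and those with several genes or none were left out of gene counts and lists but not of the tests. Of the 34945 probe sets with 1 gene, the symbols of 34741 were found in a RefSeq table, so the counts are of gene symbols rather than of RefSeq entries.

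Day 1 and Day 2 were compared with limma 3.58.1 in R 4.3.3 (moderated t on log2 intensities of the 6 arrays), with p-values adjusted over the probe sets tested by the method of Benjamini and Hochberg and a threshold of 0.05. The exact permutation test of 3 arrays against 3 cannot give a p under 0.1, so single genes rest on limma. Neighbouring time points were compared in 1 limma fit with 8 time points, over probe sets with a level of at least 100 at 1 or more of them. The interval of the largest change was taken among probe sets with an F test at an adjusted p under 0.05 and a 2-fold range of the 8 means.

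Gene lists were tested with camera, adjusted over all lists. The lists were the factor genes, sarcomere and contraction, calcium handling and neuromuscular junction, myogenic regulators, inhibitors of myogenic differentiation, fusion and adhesion, DNA replication, mitosis, G1/S regulators, CDK inhibitors and pocket proteins, 10 lists of factor targets, the ATF4 and amino acid response, glycolysis, oxidative metabolism, mRNA splicing, extracellular matrix, cholesterol synthesis, the interferon response, and markers of fibroblasts, adipocytes, osteoblasts or chondrocytes, smooth muscle and cardiac muscle. A list needed 3 measured members for this test. Rank sum tests on moderated t-values followed the paper's methods, separately for genes higher on Day 2 and for genes lower on Day 2 and also in the two-tailed form, with 100000 permutations for lists of 5 to 9 members and no test for smaller ones. Searches of promoters for binding motifs need a genome and were not run, and the reporter assays were not analysed here.

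The genes named in the text follow a rule set in advance. It takes the genes the paper names, the genes of the transcriptional factors in its tables, the 10 largest rises and the 10 largest falls among genes past the threshold whose arrays do not overlap, and in each list described up to 4 members, the 2 with the lowest adjusted p in each direction. The fold changes of Pck2 and Myog in the paper's Table 4 were seen beforehand. Of 67 genes of factors and genes named by the paper, 3 are not reported here.

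The comparison of Day 1 and Day 2 was tested on simulated data with the spread of these arrays over 12622 probe sets. It recovered 14 of 67 changes of 0.5 on the log2 scale, 36 of 67 of 1 and 63 of 66 of 2, with 6 calls among 12392 unchanged probe sets. Many changes under 2-fold were therefore missed in the simulation with 3 arrays per time point. It held far fewer changed probe sets than the 4588 that passed in the real comparison. This makes its adjusted threshold stricter, so these shares do not carry over to the real comparison.

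Alternatives were a fit to all 24 arrays, the replicate number as a block, linear values, a level of at least 200, no level filter, quantile normalization, values below 50 raised to 50, the probe set with the highest mean level, an intensity trend in the prior, a 2-fold threshold, an estimated correlation, and leaving out each array in turn. The replicate numbers do not pair the samples throughout. Deviations from the time point mean of Day 1 and Day 2 arrays with the same number had an r between -0.318 and 0.510, and 9 of 21 neighbouring arrays were closest to the array of their own number. From Day 3 to Day 4 all arrays were closest to their own number, with an r between 0.210 and 0.350.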

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

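The tests of gene lists in the intervals before Day 1, and the tests of normalization, of exchanged labels and of array quality for the amino acid list, were chosen only after the results were seen. The share of the change that lies on components of array quality was planned.

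Genes of the response to amino acid scarcity, which ATF4 induces, changed direction at each step up to Day 1. Of 35 measured, 31 rose from Day -1 to Day 0 and none fell (32 and 0 when adjusted over the list alone; median log2 fold change 1.08, camera adjusted p = 2.89e-14, and 0.0367 with an estimated correlation). From Day 0 to Day 0.25 all 35 fell (median -1.75, adjusted p = 1.93e-29, and 0.00919 with an estimated correlation), and from Day 0.25 to Day 1, 31 rose and none fell (33 and 0 over the list alone; median 1.08, adjusted p = 4.21e-27, and 0.0105 with an estimated correlation). Trib3, a pseudokinase that this response induces, rose from 244 ± 65.8 to 1805 ± 121 (SD, n = 3), fell to 13.4 ± 1.55 (log2 fold change -7.07, SE 0.17, adjusted p = 1.95e-16) and rose again to 523 ± 131. Cth went from 123 ± 4.55 to 1431 ± 30.6 and then to 30.1 ± 12.7 (log2 fold change -5.66, SE 0.20, adjusted p = 7.78e-14).

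Genes of cholesterol synthesis, which SREBP induces, moved the other way. Of 17 measured, 16 fell from Day -1 to Day 0 and none rose (17 and 0 over the list alone; median -0.94, adjusted p = 9.84e-10, and 0.0343 with an estimated correlation), 16 rose from Day 0 to Day 0.25 and none fell, also over the list alone (median 0.97, adjusted p = 3.95e-10, and 0.0301 with an estimated correlation), and 12 fell from Day 0.25 to Day 1 and none rose (median -0.60, adjusted p = 5.55e-06, and 0.0786 with an estimated correlation). Idi1, an isomerase of this pathway, fell from 306 ± 30.6 to 55.3 ± 8.57 and rose to 407 ± 37.5 on Day 0.25 (log2 fold change 2.88, SE 0.18, adjusted p = 3.24e-10). Genes of the extracellular matrix rose from Day 0 to Day 0.25 (19 of 27 rose and 1 fell, 19 and 2 over the list alone; median 0.85, adjusted p = 1.69e-05, and 0.358 with an estimated correlation) after 12 had fallen and 6 risen from Day -1 to Day 0 (13 and 6 over the list alone; adjusted p = 0.0315, and 0.569 with an estimated correlation). That earlier call was also lost without replicate 1 of every time point (0.0523), with no level filter (0.0599) and with values below 50 raised to 50 (0.101).

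What drew attention is that many genes change in intervals before Day 1, while the paper names Day 1 to Day 2 as the interval of the major changes and of its first table. The probe sets that passed number 6188 from Day -1 to Day 0, 5949 from Day 0 to Day 0.25 and 3698 from Day 0.25 to Day 1, and the lists with all 35 amino acid genes down and 16 cholesterol genes up lie in the same intervals. The arrays have no control series, so the time points before and after each step are the only reference. Between Day -1 and Day 0.25, 2356 probe sets differed. The 10 splits of the 6 arrays of each interval are too few for a share under 0.05. The real counts are 6188, 5949 and 3698, and the highest of the other splits gave 0 in each of these intervals.

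The pattern weighed is that muscle, cell cycle and amino acid genes moved 1 way up to Day 0 and the other way up to Day 0.25, where 31 of 37 sarcomere genes passed as higher than on Day -1 (median 2.44) and 29 of 35 amino acid genes as lower (median -0.79). The tables argue against a shift of whole arrays as the source of the fall of the amino acid list from Day 0 to Day 0.25. All probe sets had a median change of 0.029 in that interval, and the list one of -1.75. After quantile normalization the list lay at -1.74 relative to all probe sets. With medians so close, that rescaling could hardly change it, so it does not decide on normalization. Normalization was not tested in this way for the muscle and cell cycle genes, and it stays open for the wider turn. The tables also argue against array quality as the source of the fall of the amino acid list, which had a median of -1.76 with the first 3 components of variation within time points removed. Also open for the wider turn are array quality, since those components hold 0.216 of the squared change and the loading of the first correlates with the change at an r of -0.417, and exchanged labels of Day 0 and Day 0.25, with which 11827 probe sets change over the 3 steps and not 15835, though the amino acid list would still fall by 0.79 from Day -1 to the arrays labelled Day 0.25. The hypothesis that the density on Day 0 (90% confluency by the labels, after 50%) and the serum reduced after it brought the turn was not tested, since the design varies both along with time.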

How the results depend on the processing

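The tests of gene lists before Day 1 and the changes of Pck2 and Myog over other time points were chosen only after the results were seen. Signal over background limits what can be said, since the median intensity of an array was at most 3.88 and at most 27.0% of probe sets reached 100, so genes below that level were not tested except where no level filter was applied. The alternatives for promoter motifs (window and transcription starts) were not run, since no genome was used here. In 2 of the 6 fits without 1 array, the fibroblast markers had fewer than 3 measured genes and gave no value. Fits without 1 array rest on 5 arrays, and those without a replicate of every time point on 2 per time point. Unless the change lies in the number of arrays or of genes tested, the cause was not tested.

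The lists of sarcomere, calcium handling, fusion, DNA replication, mitosis, extracellular matrix and fibroblast genes, of the amino acid response and of the MYOD and E12, MEF2, E2F, MYC, P53, NFY and FOXM1 targets kept their direction and their call from Day 1 to Day 2 under each alternative except an estimated correlation. Without 1 array the adjusted p of the mitosis list lay between 2.24e-25 and 1.14e-14, that of the sarcomere list between 1.89e-15 and 5.32e-09 and that of the E2F targets between 8.73e-13 and 5.23e-07. Over all alternatives and lists, 395 values kept direction and call, 31 lost the call, 6 gained it and 13 turned direction. For the rank sum tests these numbers were 286, 7, 11 and 3, and for single genes 1744, 137, 9 and 26. Of the list values before Day 1, 148 kept their call and 14 lost it. The 30 counts of genes at a level of at least 100 stayed within 1.5 times, as did 33 of 48 counts of changed genes and 46 of 70 counts of changed probe sets. Of the 56 shares of the largest change, 14 stayed within their 95% interval and 42 did not.

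Without 1 of the 6 arrays of Day 1 and Day 2, the changed genes numbered 1669 (without Day 1 replicate 1) to 5126 (without Day 2 replicate 2), the higher ones 918 to 2719 and the lower ones 742 to 2407. Of the lists, the adjusted p of the SRF targets lay between 0.0299 (called without Day 2 replicate 3) and 0.262, that of the AP1 and CREB targets between 0.0129 and 0.0701 (lost without Day 2 replicate 3), that of the smooth muscle markers between 0.00382 and 0.114 (lost without Day 2 replicate 2, and at 0.0554 without Day 1 replicate 3) and that of glycolysis, which turned direction, between 0.820 and 0.996. In the rank sum tests the ranges were 3.35e-05 to 0.121 for MYOD and E12 among rising genes (lost without Day 2 replicate 2), 0.0209 to 0.386 for SRF among rising genes, 0.0319 to 0.0613 for P53, 0.0381 to 0.169 for NFKAPPAB, 0.624 to 0.975 for SRF among falling genes, 0.167 to 0.929 for AP1 and CREB among falling genes, 0.0144 to 0.165 for SRF in the two-tailed test and 0.0108 to 0.0636 for AP1 and CREB in that test. The log2 fold change lay between 0.34 and 0.52 for Pck2, and changed sign for Junb (-0.036 to 0.13), Srf (-0.19 to 0.069), Atf2 (-0.28 to 0.54), E2f3 (-0.15 to 0.063), E2f5 (-0.52 to 0.90), Nfya (-0.00288 to 0.26), Gli3 (-0.40 to 0.63) and Smad5 (-7.07e-05 to 0.44), where another probe set can come to stand for the gene.

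Without 1 replicate of every time point, the changed probe sets numbered 4023 to 4579 from Day -1 to Day 0, 2849 to 6266 from Day 0 to Day 0.25, 1155 to 3629 from Day 0.25 to Day 1, 2645 to 5950 from Day 1 to Day 2, 33 to 863 from Day 2 to Day 3, 0 to 155 from Day 3 to Day 4 and 8 to 346 from Day 4 to Day 5. The lowest counts after Day 2 came without replicate 3, where limma gave 907 probe sets at an unadjusted p under 0.05 from Day 3 to Day 4 beside its count of 0. The shares with the largest change ran from 18.6% to 31.5% for Day -1 to Day 0, 14.6% to 25.7% for Day 0 to Day 0.25, 6.52% to 10.1% for Day 0.25 to Day 1, 26.1% to 43.9% for Day 1 to Day 2, 1.57% to 5.93% for Day 2 to Day 3, 1.57% to 3.80% for Day 3 to Day 4 and 1.65% to 7.39% for Day 4 to Day 5. Day 1 to Day 2 led except without replicate 1, where Day -1 to Day 0 held 31.5%. The adjusted p of the extracellular matrix list from Day -1 to Day 0 lay between 0.00792 and 0.0523, and that of mitosis from Day 0.25 to Day 1 between 0.00324 and 0.0886.

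In the fit to the 6 arrays of Day 1 and Day 2, an estimated correlation between genes ended every list call, while in the fit to all 24 arrays mRNA splicing passed with it (0.0410). The adjusted p was 0.301 for the lists of sarcomere, calcium handling, DNA replication, mitosis, G1/S, splicing and fibroblast genes and for the MEF2, E2F, MYC, P53, NFY, FOXM1 and AP1 and CREB targets, 0.302 for MYOD and E12 targets and for fusion, 0.320 for the inhibitors, 0.395 for smooth muscle and 0.462 for the amino acid response, cholesterol synthesis and extracellular matrix. The directions and medians are the same, since this choice changes only the spread that each list is compared with. Of the 6 lists followed through the alternatives in the earlier intervals, it ended the calls of DNA replication (0.272, 0.381 and 0.281), mitosis (0.409, 0.544 and 0.717), extracellular matrix (0.569 and 0.358), sarcomere from Day 0 to Day 0.25 (0.358) and cholesterol synthesis from Day 0.25 to Day 1 (0.0786). Of the other lists, from Day -1 to Day 0 it ended those of the E2F (0.255), MYC (0.129), NFY (0.296), FOXM1 (0.409) and SRF targets (0.400), and from Day 0 to Day 0.25 those of calcium handling (0.326), smooth muscle (0.326), adipocyte markers (0.240) and the MYOD and E12 (0.488), MEF2 (0.358), E2F (0.326), MYC (0.382), NFY (0.326) and FOXM1 targets (0.551). From Day 0.25 to Day 1 it ended those of calcium handling, myogenic regulators, adipocyte markers and the MYOD and E12 and MYC targets (0.0599 each), splicing and the interferon response (0.0995 each), CDK inhibitors (0.0915), fibroblast markers (0.166), fusion (0.281) and E2F targets (0.281).

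With no level filter, genes near background entered. Calls were lost by the inhibitors (adjusted p = 0.313), G1/S regulators (0.0895), splicing (0.0792), cholesterol synthesis (0.290) and the matrix list from Day -1 to Day 0 (0.0599), and gained by SRF targets (0.00214), factor genes (0.0253) and the interferon response (0.00549). The direction turned for AP1 and CREB targets (0.873, and 0.942 in the two-tailed rank sum test), CDK inhibitors (0.399) and glycolysis (0.132). Pck2 kept its log2 fold change of 0.43 without passing, and other probe sets gave -0.066 for Atf2, -0.033 for Myod1, -0.025 for Nfya, 1.15 for Smad2 and -0.30 for Smad5. From Day 1 to Day 2, 14255 probe sets changed in place of 6115, and limma gave 25916 at an unadjusted p under 0.05. The earlier intervals moved far less, with 7078, 6195 and 3421 in place of 6188, 5949 and 3698. The same probe sets entered in every interval, so the filter alone does not account for this rise. Its cause, which may lie in the processing, was not tested. The shares with the largest change were 18.4% (Day 0 to Day 0.25), 33.4% (Day 1 to Day 2), 3.86%, 3.11% and 5.29% (the later intervals). At a level of at least 200, the inhibitors (0.0676) and Pck2 (on its other probe set, log2 fold change 0.32, adjusted p = 0.102) lost their call, NFKAPPAB targets among rising genes gained one (0.0399), and CDK inhibitors (0.869) and the interferon response (0.741) turned direction.

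The probe set with the highest mean level turned CDK inhibitors (0.916) and glycolysis (0.941), gave log2 fold changes of -0.18 for Atf2, -0.14 for Celf2, 0.12 for Creb1, -0.16 for Yy1 and 0.32 for Pck2, which did not pass, and called NFKAPPAB targets among rising genes (0.0485). After quantile normalization the SRF targets passed (0.0267), P53 targets passed among rising genes (0.0182), Pck2 did not (log2 fold change 0.38, adjusted p = 0.0504), glycolysis turned (0.818), and the shares with the largest change were 8.31% for Day 0.25 to Day 1, 38.3% for Day 1 to Day 2, 3.32% for Day 2 to Day 3 and 1.88% for Day 3 to Day 4. On linear values oxidative metabolism passed (0.0304), smooth muscle (0.0633) and, in the two-tailed test, SRF targets (0.140) did not, Pck2 rose by 236.4 without passing and Yy1 fell by 190.2. Raising values below 50 to 50 turned glycolysis (0.972), ended the call of the matrix list from Day -1 to Day 0 (0.101) and gave Day 2 to Day 3 a share of 3.43%.

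With all 24 arrays in a single fit the inhibitors (0.0681) and SRF targets in the two-tailed test (0.0783) were lost, P53 targets passed among rising genes (0.0303) and another probe set stood for Gli3, with 0.38. With the replicate number as a block, a pairing that the Day 1 and Day 2 arrays do not bear out, glycolysis turned (0.770) and the same other probe set stood for Gli3 (0.38). Fits to the 6 arrays of each interval alone gave 257 probe sets from Day 2 to Day 3, 4 from Day 3 to Day 4 and 0 from Day 4 to Day 5, where limma had 1325 at an unadjusted p under 0.05. A 2-fold threshold left 793 changed genes from Day 1 to Day 2 (441 higher and 352 lower), and 1370, 1097, 559, 1341, 201, 27 and 129 probe sets over the 7 intervals in order. A 4-fold range gave shares of 28.0% (Day -1 to Day 0), 12.7%, 6.36%, 43.9% (Day 1 to Day 2), 3.43% (Day 2 to Day 3) and 1.54% (Day 3 to Day 4). Per day of the interval the shares were 3.69%, 76.2% (Day 0 to Day 0.25), 4.03%, 13.3% (Day 1 to Day 2), 0.817%, 0.637% and 1.27%, and the 5949 probe sets of Day 0 to Day 0.25 became 23796 per day. The log2 fold change of Pck2 was -3.66 from Day 0 to Day 0.25 and -2.38 from Day -1 to Day 0.25, and that of Myog from Day 0 to Day 0.25 was -0.11.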

Differences from the paper's values

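The comparisons of Pck2 and Myog over other pairs of time points are tests chosen only after the results were seen. All pairs of the 8 time points were computed and looked at for these genes, and the paper's text does not state the interval of its Table 4.

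For Pck2 the paper's fold change is 0.2, and from Day 1 to Day 2 it was 1.35 here. Under the alternatives set before the data were examined that give a fold, it lay between 1.25 and 1.43, and under none of them within 1.5 times the paper's value. The paper's value is approached from Day -1 to Day 0.25 on the probe set that stands for the gene, with 0.192, and from Day 0 to Day 0.25 on the other probe set, with 0.180, both chosen after seeing the values. On the same intervals the other combinations of probe set and time points gave 0.436 and 0.0790.

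For Myog the paper's fold change is 5.2, and from Day 1 to Day 2 it was 1.52 here, with 1.45 to 1.64 under the alternatives set before the data were examined, none of them within 1.5 times the paper's value. Chosen after seeing the values, Day -1 to Day 0.25 gave 6.10, Day -1 to Day 0 gave 6.59, and Day 0 to Days 3, 4 and 5 gave 3.79, 3.83 and 3.57. From Day 0.25 to Days 3, 4 and 5 the folds were 4.10, 4.14 and 3.86. The interval from Day 0 to Day 0.25, which comes near the paper's value on 1 probe set of Pck2, gave 0.925 for Myog. Over Day -1 to Day 0.25 both genes came within 1.5 times the paper's values.

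The paper proposes that a potential role of a motif as a negative regulator matches the expression of pck2, while here Pck2 rose from Day 1 to Day 2 (log2 fold change 0.43). It fell from Day 0 to Day 0.25 (log2 fold change -3.66). The paper places the main change of expression between Day 1 and Day 2. The probe sets that changed number 6188 from Day -1 to Day 0 and 6115 from Day 1 to Day 2. Day -1 to Day 0 leads by more in separate fits (6730 and 4890) and without replicate 1 of every time point (4579 and 2645). The order turns when values below 50 are raised to 50 (6044 and 6058), with no level filter (7078 and 14255) and without replicate 2 (4566 and 5950) or replicate 3 (4023 and 4344) of every time point. By the interval of the largest change Day 1 to Day 2 led, with 36.8% of probe sets, except without replicate 1 of every time point (26.1%, with 31.5% for Day -1 to Day 0) and per day of the interval (13.3%, with 76.2% for Day 0 to Day 0.25).

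P53 is ranked by the paper among the factors of the falling genes as well as of the rising ones. Of 21 measured P53 targets, only 2 were among the lower genes, too few to test, so the rank among falling genes was not tested here. Of the 21 targets, 14 rose and none fell, and among rising genes they did not pass the one-tailed test (adjusted p = 0.0635). They passed there with all 24 arrays in a single fit (0.0303), after quantile normalization (0.0182) and without Day 1 replicate 3 (0.0319), Day 2 replicate 1 (0.0334), Day 2 replicate 2 (0.0451) or Day 2 replicate 3 (0.0381). SRF, which the paper ranks for rising genes, stood at 0.0635 as well, and passed without Day 1 replicate 3 (0.0405) or Day 2 replicate 3 (0.0209). NFKAPPAB65, ranked there too, stood at 0.0635 and passed at a level of at least 200 (0.0399), with the probe set of the highest mean level (0.0485) and without Day 2 replicate 3 (0.0381). CREBP1/CJUN is ranked by the paper for rising and for falling genes, and AP1 for rising ones. Here 5 of 11 measured AP1 and CREB targets fell and none rose, only 2 were among the higher genes, too few to test, and among the lower ones they had an adjusted p of 0.388 and passed under no alternative. The pair of NFKAPPAB65 and MYC heads the paper's pairs for falling genes, while of 14 NFKAPPAB targets 6 rose and 2 fell, and of 30 MYC targets 19 fell and none rose.

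The paper states that the two-tailed test misses MYOD, P53 and CREBP1/CJUN. Here the targets of MYOD and E12 (adjusted p = 3.73e-09), of P53 (3.22e-05) and of AP1 and CREB (0.0128) passed it. MYOD and E12 share 1 list here, and E12 passes that test in the paper, so this list does not bear on MYOD alone. The NFKAPPAB targets did not pass it (0.201), as in the paper, and E2F, MYC, FOXM1, NFY, SRF and MEF2 targets passed both there and here. The lists of textbook targets used here are not the binding sites that the paper tested, and they are far smaller. The paper's point is that induced and repressed genes of 1 factor cancel out in the two-tailed test. Of the P53 targets here, 19 were higher on Day 2 and 2 lower, and of the MYOD and E12 targets 24 and 1. With so little to cancel, these lists do not test that point.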

Other observations

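Of the tests in this part, that of gene length was chosen only after the result was seen. Genes that mark other cell types of the mesenchyme changed along with the muscle genes from Day 1 to Day 2. Of 26 measured genes of the extracellular matrix, 11 rose and 5 fell, also over the list alone (median log2 fold change 0.37, adjusted p = 0.0255, and 0.462 with an estimated correlation). Dcn, the proteoglycan decorin, rose from 609 ± 123 to 2544 ± 194 (SD, n = 3; log2 fold change 2.08, SE 0.15, adjusted p = 0.000621), and Postn, periostin, rose from 120.1 ± 9.80 to 297 ± 41 (log2 fold change 1.30, SE 0.13, adjusted p = 0.000755). Tnc (adjusted p = 0.0191) and Timp3 (0.0242) fell, and lost their calls without Day 1 replicate 1 (0.0823 and 0.1002) or Day 1 replicate 2 (0.0693 and 0.0866), Timp3 also without Day 2 replicate 1 (0.0780) or Day 2 replicate 3 (0.0701). Of the fibroblast markers, Col3a1 rose from 1758 ± 296 to 3578 ± 388 (log2 fold change 1.03, SE 0.15, adjusted p = 0.00232), though not with its probe set of the highest mean level (0.0792). Of the smooth muscle markers, Myl9 rose from 173 ± 7.12 to 452 ± 149 (adjusted p = 0.00394, and 0.0523 on linear values).

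Of 3 measured adipocyte markers 2 rose and 1 fell, and the list did not pass (adjusted p = 0.239). Cd36, a fatty acid transporter, rose from 21.2 ± 8.66 to 185 ± 20.4 (log2 fold change 3.22, SE 0.30, adjusted p = 0.000634), Lpl rose with a log2 fold change of 0.89, and Pparg fell with one of -0.40 (adjusted p = 0.0480), a call lost on linear values (0.183), with no level filter (0.0649) and without Day 1 replicate 1 (0.171), Day 1 replicate 3 (0.129), Day 2 replicate 1 (0.156) or Day 2 replicate 3 (0.0947). Of 10 osteoblast or chondrocyte markers only Sox9 was measured, and it fell from 152 ± 16.4 to 75.1 ± 8.70 (log2 fold change -1.02, SE 0.13, adjusted p = 0.00157). None of 7 cardiac markers reached a level of 100.

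Genes of energy metabolism moved both ways. Of 15 measured genes of glycolysis and glycogen, 6 rose and 6 fell (7 and 6 over the list alone; median -0.29, mean 0.30, adjusted p = 0.930). Pfkm, the muscle phosphofructokinase, rose from 737 ± 115 to 1680.5 ± 161 (adjusted p = 0.00117) and Pcx, pyruvate carboxylase, rose from 35.1 ± 11.3 to 132 ± 25 (log2 fold change 1.95), while Pgam1 fell with -0.68 and Tpi1 with -0.62. Of 22 measured genes of oxidative metabolism, 4 rose and 7 fell, also over the list alone (median -0.16, mean 0.04, adjusted p = 0.223). Cox6a2, a cytochrome oxidase subunit of muscle, rose from 63.8 ± 15 to 632 ± 270.2 (log2 fold change 3.25, SE 0.29, adjusted p = 0.000624), and Cox8b rose with a log2 fold change of 1.82 (adjusted p = 0.0703 on linear values). Cycs fell with -0.87, and Slc25a4 with -0.78, which did not pass with its probe set of the highest mean level (0.614). Of 16 measured genes of cholesterol synthesis, 9 fell and 1 rose (10 and 2 over the list alone; median -0.54, adjusted p = 0.00563, 0.462 with an estimated correlation and 0.290 with no level filter), among them Idi1 from 283 ± 50.1 to 112 ± 15.8 (log2 fold change -1.33) and Insig1 with -1.20, while Dhcr7 rose with 0.93. After Day 2 the fall of the mitosis genes went on (from Day 2 to Day 3, 21 of 42 fell and none rose, 41 and 0 over the list alone; median -1.05, adjusted p = 3.47e-24, and 0.123 with an estimated correlation).

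Of the variance between arrays of 1 time point, 50.3% lay on a single component. A candidate explanation is a bias with gene length, such as differs with RNA quality. Across 12746 of 13735 probe sets (92.8%) with a known gene, Spearman's rho of the loading with the genomic length was -0.476, and the median length was 63124 bp for the 200 lowest loadings and 8816 bp for the 200 highest. Cultures at different stages of differentiation stay open, since the loading correlated with the change from Day 1 to Day 2 at an r of -0.305, between the bounds of 0.2 and 0.5 set for that test. With the change from Day 0 to Day 0.25 the r was -0.417.

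The normalized profiles in the paper's Figure 1 cross near 1 between Day 1 and Day 2, and its legend does not say what they are divided by. Of 6123 measured profiles divided by their own median, 82.9% crossed in that interval. Profiles simulated with equal steps in all 7 intervals did so in 97.9% of cases, a ratio of 1.18. The median of 8 points that rise or fall throughout always lies between the points in the middle, so this test could not come out otherwise for such profiles and does not decide whether the centring or a switch of expression gives the crossing.

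For the comparison of Day 1 and Day 2, the 10 splits of the 6 arrays are too few for a share under 0.05. Real values and highest others were 3228 and 0 changed genes (limma, with at most 2131 at an unadjusted p under 0.05 in another split), 21 and 21 gene lists, and 6 and 8 comparisons in the one-tailed rank sum test. In number, 1 split reached the real value for genes, 2 for lists and 3 for rank sums, the real one included. The split that exchanged replicate 3 of both days gave the 21 lists and the 8 comparisons. Each split other than the real one keeps part of the difference between the days, so these counts do not tell what chance would give. For changed probe sets the splits are too few as well, with 6115 and 0 from Day 1 to Day 2, 851 and 1 from Day 2 to Day 3, 156 and 13 from Day 3 to Day 4, and 480 and 198 from Day 4 to Day 5. Over the 8 time points, 12196 probe sets changed in the F test, and the highest of 99 other groupings gave 1428. Arrays of a time point are thus closer to each other than arrays grouped at random. Whether the time points differ by more than separate cultures do was not tested, since the replicates may be technical.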
